# FOXQ1 Regulates Brain Endothelial Mitochondrial Function by Orchestrating Calcium Signaling and Cristae Morphology

**DOI:** 10.1002/advs.202503082

**Published:** 2025-08-30

**Authors:** Wenzheng Zou, Yuqing Lv, Lin Li, Shukui Zhang, Jiaqi Liang, Chengchao Wu, Enyu Huang, Jianwei Jiao, Jingjing Zhang

**Keywords:** brain endothelial cells, calcium signaling, cristae organization, FOXQ1, mitochondrial metabolism

## Abstract

The blood‐brain barrier (BBB) maintains brain homeostasis through specialized functions including tight junction formation and selective transport of brain endothelial cells (ECs). While ECs are generally thought to rely primarily on glycolysis for energy production, the transcriptional mechanisms underlying their metabolic specialization in the brain endothelium remain poorly understood, especially considering the brain's extraordinary energy demands. Through comparative transcriptomic analysis, it is demonstrated that brain endothelial cells are enriched for mitochondrial function genes, with forkhead box protein 1 (FOXQ1) being selectively expressed in cerebral vasculature. Conditional knockout of *Foxq1* in endothelial cells results in severe mitochondrial dysfunction, including disrupted cristae morphology, reduced oxygen consumption, and impaired adenosine triphosphate (ATP) production. Mechanistically, FOXQ1 directly regulates two key pathways: calcium signaling through huntingtin‐associated protein (HAP1)‐mediated endoplasmic reticulum (ER)‐mitochondrial calcium transfer, and mitochondrial structural integrity via AarF domain‐containing protein kinase 1 (ADCK1)‐dependent cristae organization. These findings reveal that brain endothelial cells rely on oxidative phosphorylation rather than glycolysis alone, challenging the prevailing metabolic paradigm for endothelial cells. This work establishes FOXQ1 as an important regulator of brain endothelial metabolism and provides new insights into the molecular basis of cerebrovascular specialization, with implications for understanding vascular dysfunction in neurological diseases.

## 1 Introduction

The vascular endothelium lines the entire circulatory system. It is a dynamic, adaptable interface that varies functionally across organs.^[^ ^1^ ^]^ Endothelial cells (ECs) adopt tissue‐specific phenotypes to meet the physiological demands of their local microenvironments. In the central nervous system (CNS), endothelial specialization is exemplified by the formation of the blood‐brain barrier (BBB), where continuous tight junctions restrict molecule diffusion and tightly regulate substance transport into the brain.^[^ ^2^ ^]^ The BBB plays a critical role in maintaining brain homeostasis by allowing the passage of essential nutrients while preventing the entry of neurotoxic substances and pathogens.

While the structural and molecular components of the BBB, including tight junction proteins and specialized transporters, have been well characterized, much less is known about the metabolic adaptations that enable cerebral ECs to maintain these specialized functions. A prevailing view holds that ECs rely primarily on anaerobic glycolysis, which supplies over 95% of their adenosine triphosphate (ATP), especially under hypoxic conditions such as those encountered during angiogenesis.^[^ ^3^ ^]^ This glycolytic bias is thought to minimize oxygen consumption and allow better oxygen delivery to surrounding tissues. However, this model may not fully apply to brain ECs.

Despite comprising only ≈2% of body mass, the brain consumes approximately 20% of the body's oxygen and 25% of its circulating glucose.^[^ ^4^ ^]^ These exceptionally high metabolic demands impose unique energetic constraints on the cells forming the BBB, suggesting that cerebral ECs may require more robust energy‐producing mechanisms to support both barrier integrity and active transport. Consistent with this, ultrastructural studies have revealed that brain ECs contain a disproportionately high mitochondrial volume, accounting for 8–11% of the cytoplasmic space, which is approximately 2 to 5 times greater than that of peripheral ECs.^[^ ^5^ ^]^ This observation raises the possibility that oxidative phosphorylation (OXPHOS), rather than glycolysis alone, plays a more prominent role in sustaining the functions of brain ECs.

To investigate this possibility, we performed comparative transcriptomic analyses of ECs across multiple organs. Our data revealed that brain ECs are transcriptionally enriched for genes associated with mitochondrial function and oxidative metabolism, pointing to a specialized metabolic program that may be critical for BBB function. To understand the regulatory basis of this metabolic specialization, we examined transcription factors enriched in brain ECs. Prior studies have identified several brain EC‐enriched transcription factors, such as FOXF2, ZIC3, and LEF1, downstream of Wnt/β‐catenin signaling, which are known to regulate BBB development and junction formation.^[^ ^6^ ^]^ However, the role of FOXQ1, another Wnt‐responsive transcription factor selectively expressed in brain ECs, has not been previously explored in this context. In this study, we identified FOXQ1 as a key regulator of mitochondrial function in cerebral ECs. We show that FOXQ1 promotes mitochondrial homeostasis, enhances OXPHOS activity, and modulates calcium signaling and cristae morphology, thereby supporting the high energy demands of the BBB.

These findings not only expand the current repertoire of BBB‐regulatory transcription factors but also offer novel mechanistic insights into the metabolic adaptations of brain ECs. As cerebral vascular dysfunction is involved in various neurological diseases, including stroke, vascular dementia, and Alzheimer's disease,^[^ ^7^ ^]^ elucidating the metabolic characteristics of brain ECs could advance our understanding of vascular heterogeneity and inform potential therapeutic strategies.

## 2 Results

### 2.1 Inter‐Tissue Heterogeneity of Brain Endothelial Cells

To explore transcriptional differences between brain endothelial cells (ECs) and those from other tissues, we utilized single‐cell RNA sequencing data from mouse vascular ECs across five tissues‐brain, liver, lung, kidney, and intestine‐as reported by Kalucka et al.^[^ ^6c^ ^]^ Uniform manifold approximation and projection (UMAP) analyses indicated that while ECs from the liver, lung, kidney, and intestine exhibited relative similar transcriptional profiles, brain ECs displayed more unique characteristics (**Figure** **1**A). Functional clustering analysis of brain EC‐specific genes identified sets associated with substance transport, aligning with the known low permeability of the blood‐brain barrier (BBB), which predominantly relies on active transport mechanisms for nutrient and waste exchange (Figure 1B and Table S1, Supporting Information). Notably, pathways related to mitochondria and energy metabolism were prominently represented (Figure 1B). Although it is well established that ECs primarily rely on glycolysis for ATP production,^[^ ^8^ ^]^ our analysis indicated that brain ECs engage in significant mitochondrial energy metabolic activity. Given the high metabolic demands of the brain,^[^ ^4^, ^9^ ^]^ this reflects the high energy demands of cerebral vasculature.

**Figure 1:**
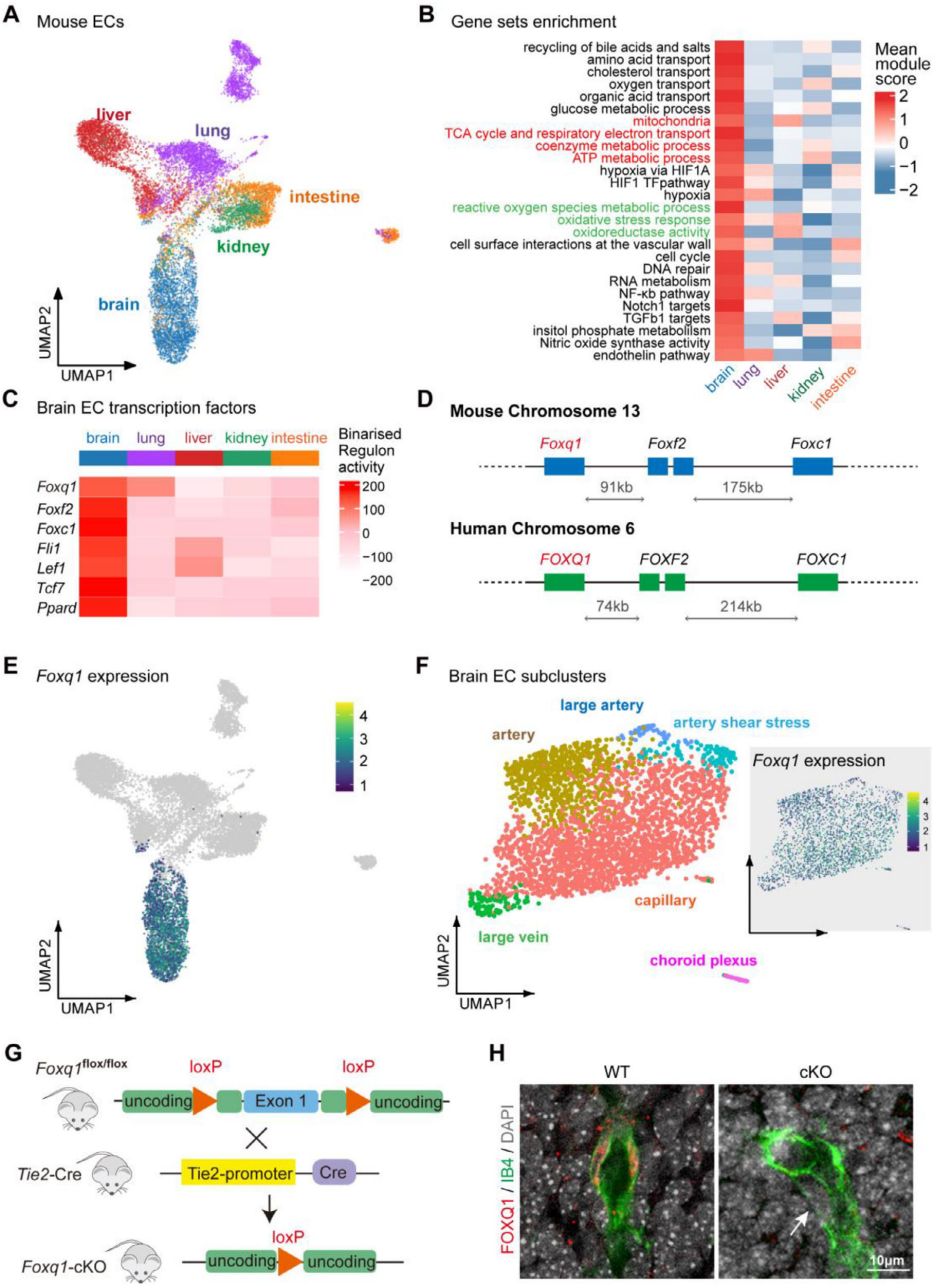
Tissue‐specific characteristics of brain endothelial cells in mice and development of endothelial‐specific *Foxq1* knockout mice. A) Uniform Manifold Approximation and Projection (UMAP) plot of endothelial cells (ECs), color coded for tissue types: brain, liver, lung, kidney, and intestine.^[^ ^6c^ ^]^ B) Heat map showing processes enriched in brain ECs relative to those in liver, lung, kidney, and intestine. C) Single‐cell regulatory network inference and clustering (SCENIC) analysis to predict transcription factors predominant in brain ECs. D) Genetic map for the arrangement and relative positions of *Foxq1*, *Foxf2*, and *Foxc1* on chromosome 13 in mice and chromosome 6 in humans. E) Normalized expression of *Foxq1* in UMAP plot. F) (Left) UMAP plot visualization of brain EC subclusters. (Right) Normalized expression of *Foxq1* in these brain ECs. G) Schematic diagram of generation of the Tie2‐cre‐induced *Foxq1* conditional knockout (cKO) mouse using a CRISPR‐Cas9‐mediated double‐nicking strategy. Notably, the *Foxq1* gene consists of a single exon. H) Representative images from E16 wild‐type (WT) and *Foxq1* cKO brain blood vessels, stained for FOXQ1 (red) and Isolectin B4 (IB4, green), and with DAPI (grey). An arrow indicates the absence of the FOXQ1 immunofluorescence signal in the brain ECs of *Foxq1* cKO mice. Scale bar, 10 µm.

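In the GRCm38 assembly of the mouse genome, *Foxq1* occupies positions 31556134 to 31560976 of chromosome 13 on the plus strand. *Foxf2* follows at 31625816 to 31631403 and *Foxc1* at 31806633 to 31812476, both on the same strand. The gap between the end of *Foxq1* and the start of *Foxf2* was 64839 bp in this annotation, and the gap between *Foxf2* and *Foxc1* was 175229 bp.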

To understand the transcriptional regulatory networks, we investigated specific transcription factors in brain ECs. We identified several potential key regulators, including *Foxq1*, *Foxf2*, *Foxc1*, *Fli1*, *Lef1*, *Tcf7*, and *Ppard* (Figure 1C). Among which, *Foxq1*, *Foxf2*, and *Foxc1* are members of the forkhead‐box (FOX) family of transcription factors. Their adjacency on chromosomes in both mice and humans may facilitate coordinated gene transcription within a gene‐loop conformation (Figure 1D). Previous studies have shown that deletion of the *Foxf2* gene leads to intracranial hemorrhage and a leaky BBB,^[^ ^10^ ^]^ and that Foxc1 is essential for retinal angiogenesis and blood‐retina barrier formation,^[^ ^11^ ^]^ highlighting the critical roles of these FOX‐family transcription factors in maintaining BBB integrity. However, the function of FOXQ1 remains to be understood.

UMAP analysis indicated a specific expression of *Foxq1* in brain ECs (Figure 1E). We further categorized brain ECs into arterial, venous, and capillary subpopulations, observing that *Foxq1* expression was not confined to any specific subpopulation (Figure 1F). To determine whether FOXQ1 connects the unique mitochondrial and energy metabolism in brain ECs, we developed a model of endothelial *Foxq1* conditional knockout mice. Utilizing CRISPR technology, we engineered *Foxq1*‐flox mice and crossed them with Tie2‐cre mice, which express CRE recombinase specifically in vascular ECs (Figure 1G). This genetic strategy enabled the precise deletion of *Foxq1* in these cells. Immunofluorescence staining was performed to verify the effective knockout of *Foxq1* in brain ECs (Figure 1H).

### 2.2 Removal of FOXQ1 Leads to Mitochondrial Impairment in Mouse Brain Endothelial Cells

Interestingly, our examination of mitochondrial morphology in brain ECs from *Foxq1* knockout mice revealed significant defects. Transmission electron microscopy (TEM) suggested that in wild‐type brain ECs, mitochondria displayed a rod‐like shape with orderly, parallel cristae (**Figure** **2**A,B). In contrast, cKO cells exhibited enlarged mitochondria (Figure 2A–C), with a significant reduction in both the density and length of cristae (Figure 2D,E). Some mitochondria with mild defects retained their rod‐like shape; however, the cristae detached from the inner mitochondrial membrane, appearing vesicular or swollen with irregular arrangements (Figure 2F and Figure S1A–C, Supporting Information). Narrow cristae are known to enhance ATP synthesis through optimal enzyme organization, while vesicular cristae may reduce local flux, indicating functional impairment.^[^ ^12^ ^]^ These abnormalities likely contribute to the observed mitochondrial damage and subsequent induction of mitophagy (Figure 2G). Enhanced mitophagy was confirmed through immunostaining of primary brain EC cultures using TOM20 (Translocase of Outer Mitochondrial Membrane 20) and LAMP1 (Lysosome‐Associated Membrane Glycoprotein 1), revealing increased lysosome‐encapsulated mitochondria in *Foxq1* knockout cells compared to wild‐type cells (Figure 2H). Quantification using the *Tom20‐mCherry‐GFP* fusion construct, which indicates the quenching of GFP fluorescence in the acidic environment of lysosomes, further revealed a marked increase in mitophagy levels in *Foxq1* knockout brain endothelial cells (Figure 2I–K).

**Figure 2:**
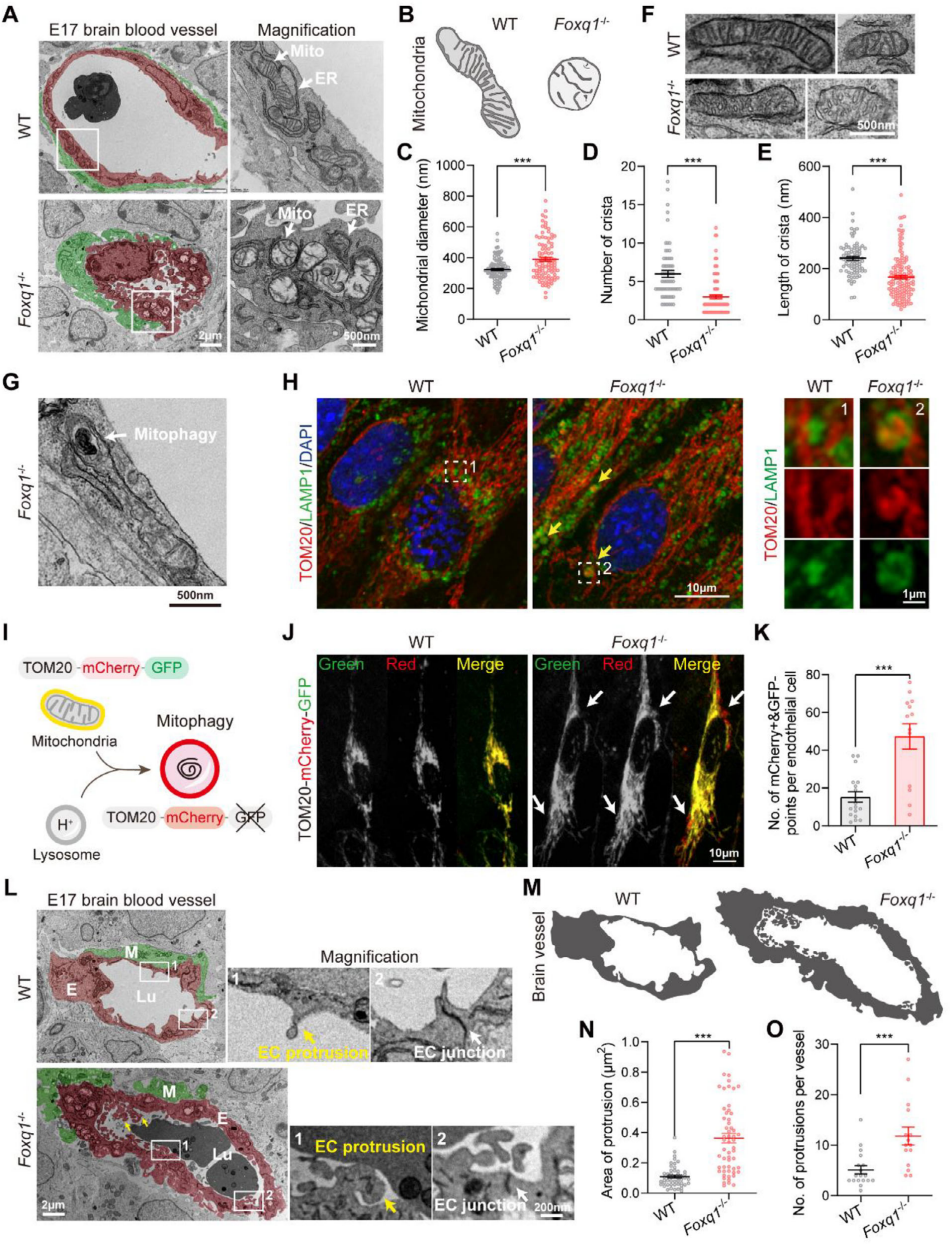
Impact of FOXQ1 deletion on brain vessel and mitochondrial morphology in brain ECs. A) TEM images showing the E17 wild‐type versus *Foxq1* cKO brain blood vessels (left) and magnified views (right) revealing the mitochondria and the endoplasmic reticulum (ER) in endothelial cells. Scale bars, 2 µm and 500 nm. Red color indicates endothelial cells and green color indicates muller cells. B) Schematic representative of mitochondrial morphology in E17 wild‐type and *Foxq1* cKO cells. C) Quantification of the mitochondrial diameter (*n* = 84 in wild‐type and 139 in *Foxq1* cKO from two independent experiments). D) Quantification of the number of mitochondrial crista (*n* = 64 mitochondria in wild‐type and 90 mitochondria in *Foxq1* cKO from two independent experiments). E) Quantification of the length of mitochondrial crista length (*n* = 103 crista in WT, *n* = 97 crista in cKO from two independent experiments). F) Additional representative TEM images of the elongated‐shaped mitochondria in the *Foxq1* cKO brain blood vessel. Scale bar, 500 nm. G) Representative TEM image showcasing mitophagy in *Foxq1* cKO brain EC. Scale bar, 500 nm. H) Immunofluorescence images of primary brain ECs from wild‐type and *Foxq1* cKO stained with TOM20 (red), LAMP1 (green), and DAPI (blue) (left). Magnified images show lysosomes engulfing mitochondrial fragments (right). Scale bar, 10 µm and 1 µm. I) Schematic of fluorescent tandem reporter for mitophagy. TOM20‐mCherry‐GFP is a pH‐sensitive sensor that emits both red and green fluorescence in mitochondria and emits only red fluorescence after their fusion with lysosomes due to GFP denaturation. J) Representative images of primary brain ECs from wild type and *Foxq1* cKO transfected with TOM20‐mCherry‐GFP lentivirus. White arrows indicate mitophagy in *Foxq1* cKO EC. Scale bar, 10 µm. K) Quantification of mCherry^+^GFP^−^ spots in primary ECs (*n* = 18 cells in WT and 13 cells in cKO). L) Representative TEM images of the E17 wild‐type and *Foxq1* cKO brain blood vessel. Scale bar, 2 µm. Magnification images highlight the EC protrusion (yellow arrows) and EC junction (white arrow). Scale bar, 200 nm. Red color indicates endothelial cells and green color indicates muller cells. M) Schematic diagram of wild‐type and *Foxq1* cKO brain blood vessel. N) Quantification of the protrusion area extending into the vascular lumen (*n* = 50 in wild‐type and 57 in *Foxq1* cKO from two independent experiments). O) Quantification of the number of protrusions per vessel (*n* = 18 in wild‐type and 15 in *Foxq1* cKO from two independent experiments). All data are shown as mean ± s.e.m. Statistical significance is noted as ***P < 0.001 using a two‐tailed unpaired Student's *t*‐test.

Additionally, TEM revealed marked irregularities in the vascular lumen of *Foxq1*‐deficient ECs, characterized by an abundance of protrusions, commonly referred to as “microvilli,” extending into the vascular lumen (Figure 2L–O). Microvilli are fewer in wild‐type vessels, where they are primarily localized at EC junctions, and are believed to sense blood flow and create resistance,^[^ ^13^ ^]^ potentially obstructing circulation (Figure 2L,M). In pathological conditions, such as cerebral ischemia, the number of microvilli significantly increases.^[^ ^14^ ^]^ In *Foxq1* knockout cells, the abundance of microvilli was consistently associated with mitochondrial swelling (Figure 2L,M). Of note, cells with only mild mitochondrial defects showed no significant change in microvilli numbers, suggesting a connection between increased microvilli and mitochondrial disorders (Figure S1D,E, Supporting Information).

### 2.3 *Foxq1* Deletion Preserves Vascular Development But Impairs Neurological Function

Despite the significant cellular defects observed at the mitochondrial level, we found that *Foxq1* deletion did not significantly impair overall vascular development or structural integrity. Isolectin‐B4 (IB4) immunostaining of embryonic day 16 (E16) brain sections demonstrated that key morphometric parameters of the developing cerebral vasculature, including vascular density and vessel diameter, remained unaltered in *Foxq1* knockout mice (Figure S2A–C, Supporting Information). Furthermore, the neurovascular unit architecture appeared normal, with intact vascular basement membrane integrity, preserved pericyte coverage, and normal astrocytic end‐foot association (Figure S2D–F, Supporting Information), indicating that blood‐brain barrier (BBB) structural components develop appropriately despite *Foxq1* absence.

To determine whether normal structural development translates to functional BBB integrity, we assessed barrier permeability using Evans blue extravasation assays. Intravenous injection of 2% Evans blue dye revealed no significant tracer extravasation in *Foxq1* cKO brains compared to wild‐type controls (Figure S2G,H, Supporting Information), confirming that BBB permeability remains intact under physiological conditions. Additionally, in vitro experiments demonstrated that migration, proliferation, and tube formation capabilities of *Foxq1*‐depleted primary brain endothelial cells were comparable to wild‐type cells (Figure S2I–P, Supporting Information), suggesting that basic angiogenic functions are preserved.

However, despite preserved vascular structure and barrier function, *Foxq1* cKO mice exhibited significant behavioral deficits that reflect compromised brain function. Motor coordination and balance were markedly impaired, as demonstrated by significantly shorter latency to fall in the Rotarod test compared to wild‐type controls (Figure S3A,B, Supporting Information). Cognitive function was similarly affected, with cKO mice spending less time in the target quadrant during the probe phase of the Morris Water Maze, indicating impaired spatial memory retention (Figure S3C,D, Supporting Information). In the open field test, cKO mice displayed altered exploration patterns, spending more time in the central zone while covering less total distance, suggesting diminished exploratory behavior and potential anxiety‐like responses (Figure S3E–G, Supporting Information).

Collectively, these findings demonstrate that while *Foxq1* deletion does not disrupt gross vascular architecture or barrier integrity, the mitochondrial dysfunction and cellular abnormalities in brain endothelial cells ultimately translate to compromised motor coordination, learning and memory, and cognitive function, highlighting the critical role of FOXQ1 in maintaining optimal brain endothelial cell function and overall neurological health.

### 2.4 *Foxq1* Deletion Led to Decreased Oxygen Consumption Rate and Mitochondrial Membrane Potential

Given the observed mitochondrial morphological abnormalities and enhanced mitophagy in *Foxq1*‐deficient ECs, we hypothesized that these structural alterations would translate into functional metabolic defects. To comprehensively assess mitochondrial bioenergetic capacity, we performed real‐time measurements of cellular metabolism using Seahorse XF technology in primary brain ECs.^[^ ^15^ ^]^ Analysis of oxygen consumption rate (OCR), the gold standard measure of mitochondrial respiratory activity, revealed profound bioenergetic dysfunction in *Foxq1* knockout cells. Both basal and maximal respiration rates were significantly reduced compared to wild‐type controls (**Figure** **3**A–D), indicating compromised electron transport chain capacity. Critically, oligomycin treatment demonstrated that ATP synthesis‐coupled oxygen consumption was markedly decreased, suggesting that the respiratory defect directly impairs primary energy production machinery.

**Figure 3:**
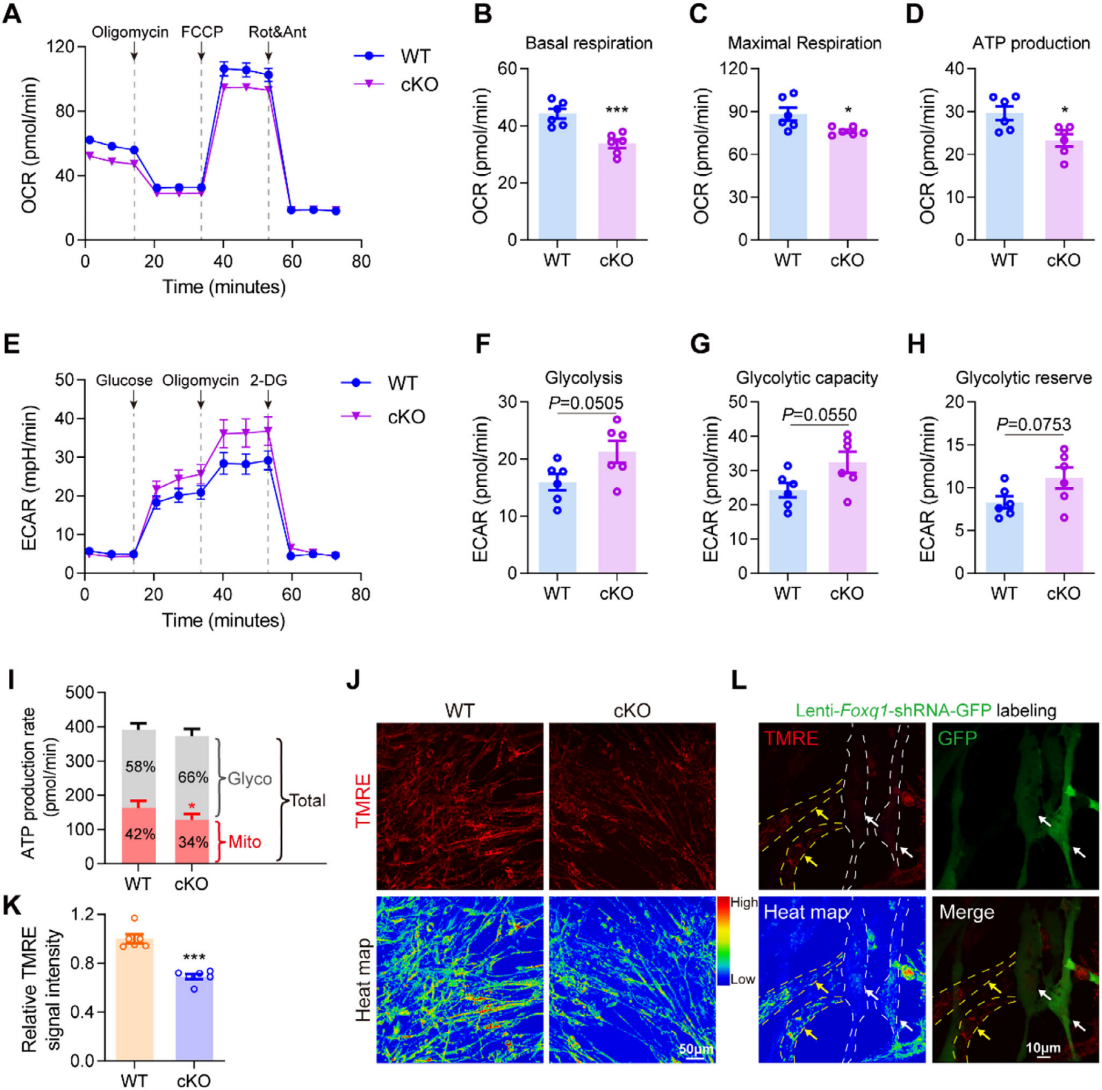
*Foxq1* deletion compromises cellular respiration and mitochondrial membrane potential in brain ECs. A) Oxygen consumption rate (OCR) measurements for wild type and *Foxq1* cKO primary brain ECs under basal conditions and following the sequential addition of oligomycin (1.5 µm), FCCP (0.5 µm), and rotenone (0.5 µm). B–D) Quantification of basal respiration, maximal respiratory capacity, and ATP production from 6 replications. E) Extracellular acidification rate (ECAR) levels for wild type and *Foxq1* cKO primary brain ECs under basal conditions and following the addition of glucose (10 mm), oligomycin (1 µm) and 2‐deoxy‐D‐glucose (2‐DG) (50 mm). F–H) Quantification of basal ECAR, glycolytic capacity, and glycolytic reserve from 6 replications. I) Quantification of ATP production rate from 6 replications. J) Representative images of the wild type and *Foxq1* cKO primary brain ECs staining with TMRE, a mitochondria membrane potential dye. Scale bar, 50 µm. K) Quantification of the relative mitochondria membrane potentials between wild type and *Foxq1* cKO primary brain ECs from 6 replications. L) Representative images of primary brain ECs infected with *Foxq1‐shRNA‐EF1a‐GFP* lentivirus and stained with TMRE. Yellow arrows indicate control ECs without infection, and the white arrows indicate ECs with FOXQ1 knockdown. Scale bar, 10 µm. Data are shown as A–H,K) mean ± s.e.m and L) mean + s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001. Two‐tailed unpaired B–D,F–H,K) Students’ *t*‐test was used for, and one‐way ANOVA followed by L) Tukey's post‐hoc test.

In response to mitochondrial dysfunction, *Foxq1* knockout cells exhibited a characteristic metabolic reprogramming toward anaerobic metabolism. Extracellular acidification rate (ECAR) measurements revealed significantly elevated glycolytic activity (Figure 3E–H), indicating increased lactate production and proton efflux. Direct quantification of ATP production confirmed this metabolic insufficiency: while glycolytic ATP (glycoATP) production was indeed increased in *Foxq1* knockout cells, the dramatic reduction in mitochondrial ATP (mitoATP) production resulted in an overall deficit in total cellular ATP availability (Figure 3I).

To further characterize the mechanistic basis of respiratory impairment, we assessed mitochondrial membrane potential (ΔΨm) using tetramethylrhodamine ethyl ester (TMRE) fluorescence. Both genetic approaches—*Foxq1* cKO and lentiviral *Foxq1* knockdown—resulted in significant ΔΨm depolarization (Figure 3J–L). This finding provides direct evidence of electron transport chain (ETC) dysfunction, as membrane potential is generated by proton pumping across the inner mitochondrial membrane during oxidative phosphorylation. Collectively, these results establish FOXQ1 as a critical regulator of mitochondrial bioenergetics in brain endothelial cells.

### 2.5 FOXQ1 Regulates the Expression of Genes Associated with Mitochondrial Metabolism

Having established that FOXQ1 deficiency leads to profound mitochondrial dysfunction, we sought to elucidate the molecular mechanisms underlying this regulation. Given that several FOX family members, including FOXG1,^[^ ^16^ ^]^ FOXO1,^[^ ^17^ ^]^ FOXO3a,^[^ ^18^ ^]^ and FOXM1,^[^ ^19^ ^]^ are known to localize to mitochondria where they perform organelle‐specific functions, we first investigated FOXQ1's subcellular distribution. Subcellular localization studies using a FOXQ1‐GFP fusion construct in primary brain endothelial cells revealed exclusive nuclear localization, with no detectable mitochondrial signal (Figure S4A, Supporting Information). This nuclear restriction was further supported by bioinformatics analysis, which confirmed the absence of mitochondrial targeting sequences in the FOXQ1 protein. These findings indicate that FOXQ1 regulates mitochondrial function indirectly through nuclear transcriptional control rather than direct organellar targeting.

To systematically identify FOXQ1's direct transcriptional targets, we performed Cleavage Under Targets and Tagmentation (CUT&Tag) using an HA‐tagged FOXQ1 construct.^[^ ^20^ ^]^ This high‐resolution chromatin profiling technique revealed that 32.57% of FOXQ1 binding events occurred within promoter regions (**Figure** **4**A), suggesting a primary role in transcriptional initiation rather than distal enhancer regulation. To distinguish between active and inactive promoter binding, we overlaid FOXQ1 CUT&Tag peaks with histone H3 lysine 4 trimethylation (H3K4me3) marks, which define transcriptionally active promoters.^[^ ^21^ ^]^ This analysis identified 4842 genes where FOXQ1 co‐localizes with H3K4me3 at their promoters (Figure 4B,C), indicating direct regulation of actively transcribed genes. Gene Ontology (GO) enrichment analysis of these co‐occupied genes revealed significant clustering in pathways related to oxidative stress response and mitochondrial processes (Figure S4B, Supporting Information), providing the first direct evidence linking FOXQ1 to mitochondrial gene regulation.

**Figure 4:**
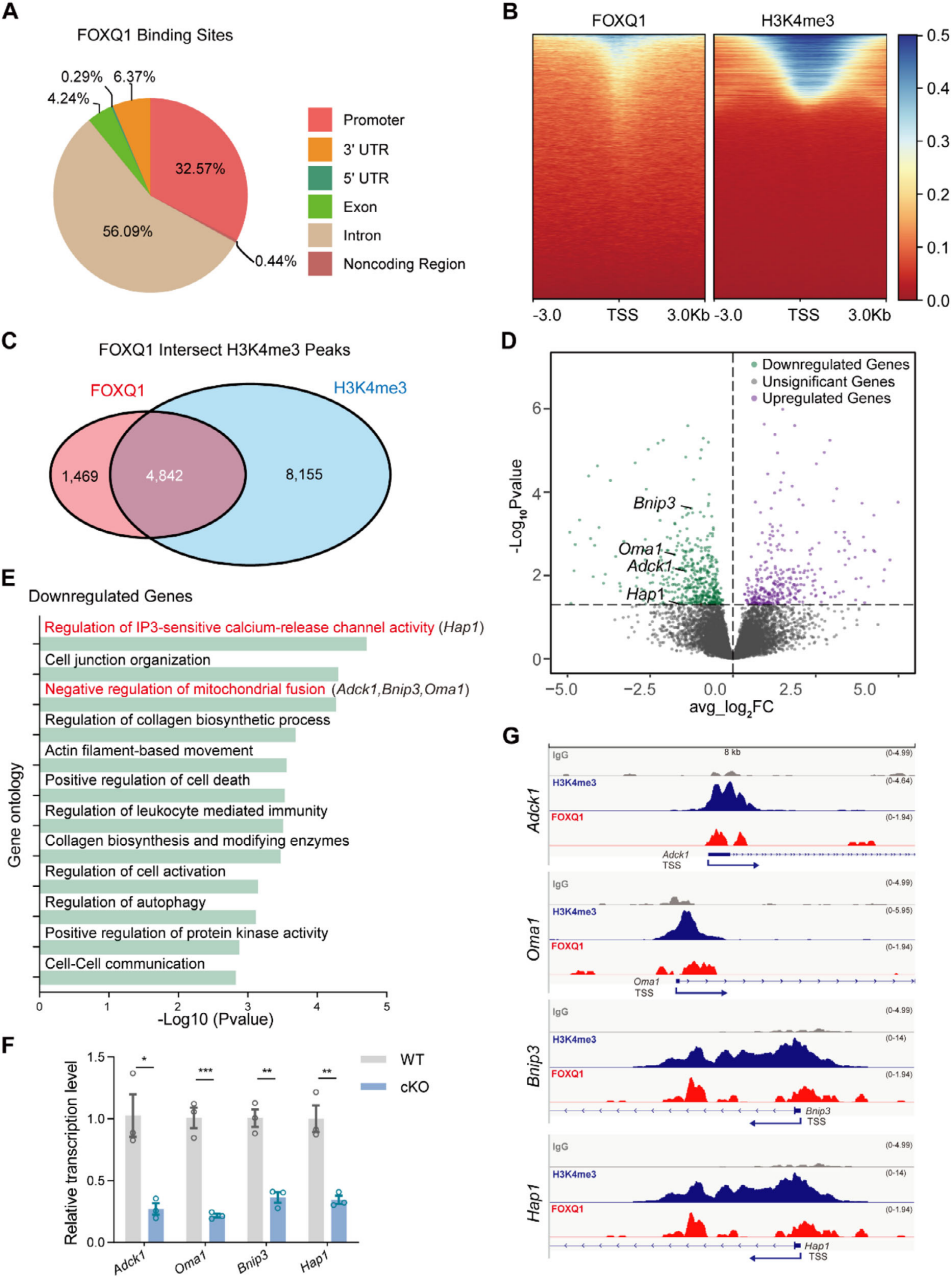
FOXQ1 binds to H3K4me3 active promoters and regulates mitochondria associated genes in brain ECs. A) Pie chart plot for the genomic distribution of FOXQ1 binding sites in primary brain ECs. B) Heat maps for the localization of FOXQ1 and H3K4me3 binding within ±3kb from the centers of their respective peaks. C) Venn diagram depicting the significant overlap between FOXQ1 and H3K4me3 binding sites in primary brain ECs. D) Volcano plots showing the downregulated (green) and upregulated (magenta) genes identified in the *Foxq1* cKO cells at E18 cerebral cortex in RNA‐seq data. Labels pinpoint representative mitochondria‐associated genes that are differentially expressed. E) Gene ontology (GO) enrichment analysis for downregulated genes identified in RNA‐seq data. F) Quantitative PCR (qPCR) analysis of *Adck1*, *Oma1*, *Bnip3*, and *Hap1* mRNA levels in wild type and *Foxq1* cKO primary brain ECs (*n* = 3 replications). G) Genomics occupancy profiles from CUT‐Tag analysis revealing distinct of FOXQ1 and H3K4me3 enrichments at the promoters of mitochondrial‐related genes *Adck1*, *Oma1*, *Bnip3*, and *Hap1*. Data are shown as mean ± s.e.m for (F). *P < 0.05, **P < 0.01, ***P < 0.001. Two‐tailed unpaired Students’ *t*‐test was used for (F).

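In these RNA-seq data, 12472 genes had a mean of at least 10 normalized counts over the 4 samples and were compared between *Foxq1* cKO and wild-type brain ECs with limma. At an unadjusted p under 0.05, the level at which the volcano plot draws its line, 271 genes were higher and 380 genes were lower in *Foxq1* cKO cells. These 651 genes were 5.22% of the genes tested, and chance alone gives 5%. After Benjamini-Hochberg adjustment no gene had an adjusted p under 0.05 in limma, and the smallest adjusted p was 0.857. The alternative that moved these counts most was DESeq2 on the read counts recovered from the deposited values. It gave 824 genes at an unadjusted p under 0.05, 345 higher and 479 lower, and 59 genes at an adjusted p under 0.05, 31 higher and 28 lower. On simulated counts with no gene changed, DESeq2 gave 829 genes at an unadjusted p under 0.05. Its 824 genes are no more than that, with 12472 genes tested in the simulation and 12693 in the real run. At an adjusted p under 0.05 the simulation gave 18 genes against 59. The simulation was a single draw that gave genes of like abundance the same variability, so it is only a rough yardstick. In DESeq2, groupings of the real samples that mix the genotypes gave 715 and 555 genes unadjusted, and 37 and 21 adjusted. Of the genes lower in *Foxq1* cKO cells at an unadjusted p under 0.05, 353 were shared between limma and DESeq2, and of the higher genes 249 were shared. With limma's eBayes without a trend the split was 337 higher and 338 lower, so the excess of lower genes was not seen in that setting.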

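RNA was sequenced from cells sorted by CD31, a surface protein of endothelial cells, from the cerebral cortex of embryos at embryonic day 18. There were 2 wild-type samples and 2 *Foxq1* cKO samples. Smart-seq2 is a protocol that amplifies full-length cDNA from small amounts of RNA. The authors deposited normalized counts per gene, in which the reads counted on each gene had been divided by 1 size factor per sample. Every deposited value (100% in each sample) was a whole multiple of the value of 1 read, so the read counts could be recovered. The listed genes held 21466436 and 17901203 reads in the wild-type samples and 15827166 and 16963866 reads in the *Foxq1* cKO samples, and the size factors were 1.19 and 1.00 in wild-type and 0.919 and 0.983 in *Foxq1* cKO. The table lists 12693 gene symbols, each with at least 1 read in every sample and at least 21 reads over the 4 samples, so a gene lost completely in 1 sample is not listed. Group differences were estimated on the log2 scale after adding 1 to each normalized count, which understates the change of genes with low counts, and were tested with limma across all genes. With 2 samples in each group, an exact two-sided permutation test of a single gene cannot give a p below 0.333.

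The targeted gene was examined first. *Foxq1* had 353 and 297 normalized counts in the wild-type samples and 5.44 and 32.6 in the *Foxq1* cKO samples, from 419, 298, 5 and 32 reads. Its mean in *Foxq1* cKO samples was 5.84% of the wild-type mean. The log2 fold change was -4.47 (standard error 1.04, adjusted p = 0.857 from limma with Benjamini-Hochberg adjustment, unadjusted p = 0.00507). On the recovered read counts, DESeq2 gave *Foxq1* a log2 fold change of -4.09 with an adjusted p of 0.00854. The gene overlaps *A530084C06Rik* on the opposite strand over 3200 bp, and the text does not state whether counting used the strand, so the share of reads in the overlap that was assigned to *Foxq1* is uncertain. The biological coefficient of variation estimated by edgeR across genes was 50.1%.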

To assess the functional consequences of FOXQ1 binding, we performed Smart‐seq2‐based RNA sequencing on brain endothelial cells isolated from E18 wild‐type and *Foxq1* conditional knockout brains (Figure 4D). Pathway enrichment analysis of downregulated transcripts revealed significant enrichment in processes involving IP3‐sensitive calcium signaling and negative regulation of mitochondrial fusion (Figure 4E), both of which are critical for mitochondrial homeostasis and bioenergetics. 

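The 4 genes that Fig. 4E lists under these processes were all lower in both *Foxq1* cKO samples than in both wild-type samples, an arrangement that 33.3% of genes show in either direction by chance. *Hap1*, listed under regulation of IP3-sensitive calcium-release channel activity, had 226 ± 115 normalized counts (SD, n = 2) in wild-type and 72.4 ± 6.94 (SD, n = 2) in *Foxq1* cKO cells. Its log2 fold change was -1.53 (standard error 0.741), with an unadjusted p of 0.0838 from limma, so the difference did not pass 0.05. Among the genes listed under negative regulation of mitochondrial fusion, *Bnip3* fell from 1621 ± 226 (SD, n = 2) to 680.3 ± 52.2 (SD, n = 2) normalized counts. Its log2 fold change was -1.25 (standard error 0.283) with an unadjusted p of 0.00443. *Oma1* fell from 517 ± 108 (SD, n = 2) to 152 ± 38.8 (SD, n = 2), a log2 fold change of -1.77 (standard error 0.534) with an unadjusted p of 0.0158. *Adck1* fell from 876 ± 154 (SD, n = 2) to 371 ± 100.4 (SD, n = 2), and its log2 fold change of -1.25 had a standard error of 0.404 and an unadjusted p of 0.0209. None of the 4 genes passed Benjamini-Hochberg adjustment over all genes tested, where each had an adjusted p of 0.857 in limma. Adjusted over these 4 genes alone, 3 had an adjusted p under 0.05 in limma, and since the paper chose the 4 genes from the same samples this count is no separate evidence. *Hap1* had an unadjusted p under 0.05 in 1 of 11 alternative settings, limma's eBayes without a trend, where it was 0.0363, and the unadjusted p of *Adck1* rose to 0.0635 when each gene was tested without moderation. The enrichment itself was computed by the authors with Metascape and was not repeated here. From the enriched terms among the downregulated transcripts, the paper reports enrichment in IP3-sensitive calcium signaling and in the negative regulation of mitochondrial fusion, and it describes both as critical for mitochondria.

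**Figure D1:**
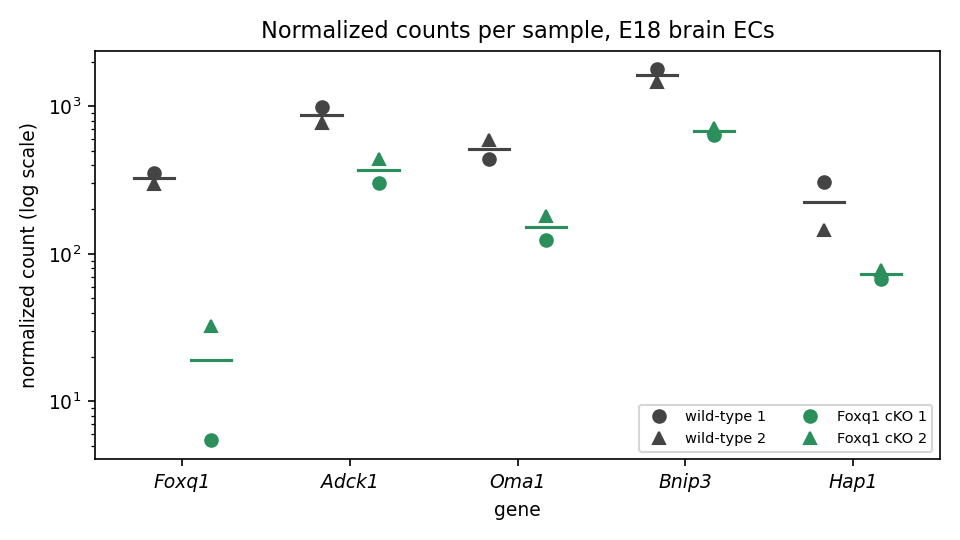
Normalized counts (log scale) of *Foxq1*, *Adck1*, *Oma1*, *Bnip3* and *Hap1* in each of the 4 samples. Symbols are single samples, circles for replicate 1 and triangles for replicate 2, and horizontal lines are the means of 2 samples. The lower wild-type *Hap1* value, 145, lies nearest to the *Foxq1* cKO values, 67.5 and 77.3.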

Real‐time PCR validation confirmed decreased expression of key mitochondrial regulatory genes in *Foxq1* knockout cells, including *Adck1*, *Oma1*, *Bnip3*, and *Hap1* (Figure 4F). Importantly, Integrative Genomics Viewer (IGV) analysis demonstrated direct co‐localization of FOXQ1 and H3K4me3 signals at the promoters of these validated target genes (Figure 4G), establishing a direct mechanistic link between FOXQ1 binding and transcriptional regulation.

Notably, while GO analysis of FOXQ1‐H3K4me3 co‐occupied genes suggested enrichment in apoptotic signaling pathways, TUNEL staining revealed no significant increase in apoptosis in FOXQ1‐deficient brain ECs (Figure S4B–D, Supporting Information), indicating that the observed mitochondrial dysfunction occurs independently of cell death pathways.

To understand the molecular basis of FOXQ1's transcriptional specificity, we employed AlphaFold‐based structural prediction to model FOXQ1‐DNA interactions.^[^ ^22^ ^]^ The predicted structure revealed that residues 153‐169 within the forkhead domain form a recognition α‐helix that inserts into the major groove of target DNA sequences (Figure S5A, Supporting Information). Sequence analysis of FOXQ1 binding sites near the transcription start sites of validated targets (*Adck1* and *Hap1*) identified a strong preference for the GTTTC motif (Figure S5B, Supporting Information). Detailed structural modeling revealed specific amino acid‐nucleotide interactions: the imidazole ring of histidine 165 (H165) forms hydrogen bonds with adenine‐thymine base pairs, while the guanidinium group of arginine 164 (R164) establishes hydrogen bonds with guanine residues (Figure S5C–E, Supporting Information). These findings establish that FOXQ1 employs sequence‐specific recognition of GTTTC motifs near transcription start sites to directly regulate mitochondrial metabolism genes, providing a molecular framework for understanding how nuclear FOXQ1 controls mitochondrial bioenergetics in brain endothelial cells.

### 2.6 FOXQ1 Promotes Calcium Flux between the Endoplasmic Reticulum and Mitochondria by Modulating *Hap1* Expression

Among the FOXQ1 target genes identified through our integrated genomic analysis, *Hap1* (Huntingtin Associated Protein 1) emerged as a particularly compelling candidate for mediating mitochondrial dysfunction. 

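*Hap1* lies on the minus strand of chromosome 11 from 100347327 to 100356128 in GRCm38 and overlaps the noncoding transcript gene *Gm20394* on the same strand over 1194 bp, which leaves the assignment of reads in that stretch uncertain. It was covered by 364 and 145 reads in the wild-type samples and by 62 and 76 reads in the *Foxq1* cKO samples. The wild-type samples thus differed from each other more than the *Foxq1* cKO samples did. With each sample left out in turn, the log2 fold change of *Hap1* lay between -2.07 and -0.99. *Hap1* ranked 1166 among the genes tested when ordered by p. Transcripts of its partners were higher in both *Foxq1* cKO samples than in both wild-type samples, and neither passed an unadjusted p of 0.05 in limma. *Itpr1*, which encodes an IP3 receptor, had a log2 fold change of 0.39 (standard error 0.246, adjusted p = 0.857 from limma). *Htt*, which encodes huntingtin, had a log2 fold change of 0.95 (standard error 0.465, adjusted p = 0.857 from limma), and its *Foxq1* cKO samples were far apart, at 1448 and 654 normalized counts. On the recovered read counts, DESeq2 gave *Htt* an unadjusted p of 0.0279 and an adjusted p of 0.652.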

Previous studies in neurons have demonstrated that HAP1 forms a functional complex with inositol 1,4,5‐trisphosphate receptor type I (IP3R1) and Huntingtin (Htt), serving as a critical regulator of calcium signaling from the endoplasmic reticulum (ER).^[^ ^23^ ^]^ Given the fundamental role of calcium in mitochondrial bioenergetics, we hypothesized that FOXQ1‐mediated regulation of *Hap1* expression might control mitochondrial function through modulation of inter‐organellar calcium transfer.

Transmission electron microscopy analysis of brain endothelial cells revealed extensive close spatial proximity between ER and mitochondria (**Figure** **5**A), forming the structural foundation for inter‐organellar communication. These membrane contact sites are evolutionarily conserved platforms that facilitate rapid calcium transfer and metabolic coordination between organelles. The ER serves as the primary intracellular calcium reservoir, sequestering approximately 70% of total cellular calcium.^[^ ^24^ ^]^ Upon extracellular stimulation, phospholipase C (PLC) activation generates inositol 1,4,5‐trisphosphate (IP3), which binds to and activates IP3 receptors clustered on the ER membrane, triggering localized calcium release events (Figure 5B). This calcium mobilization system enables rapid conversion of extracellular signals into intracellular calcium transients that can directly modulate mitochondrial metabolism.

**Figure 5:**
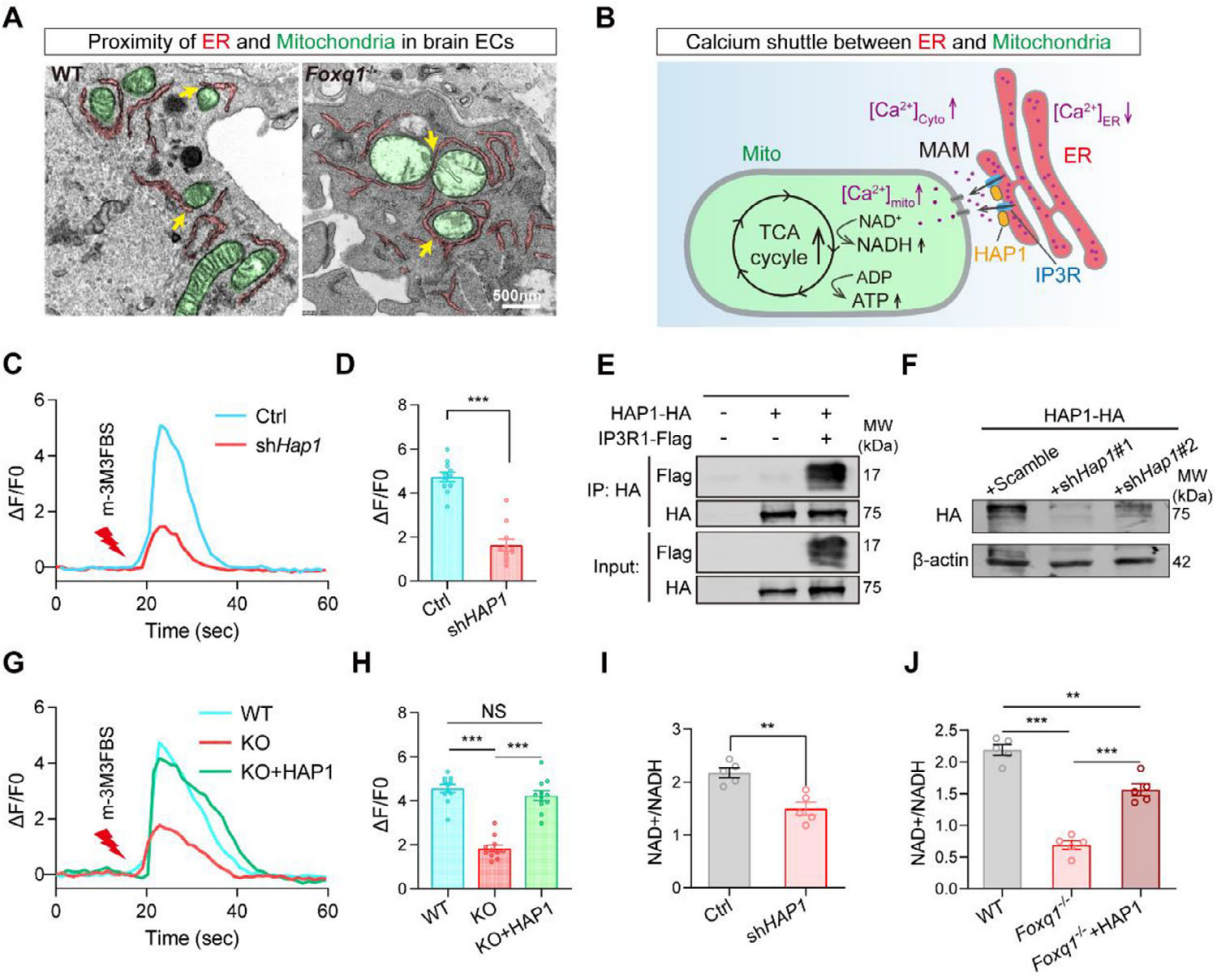
FOXQ1 promotes ER‐mitochondria calcium flux by regulating the expression of *Hap1*. A) Representative TEM images of wild type and *Foxq1* cKO brain ECs highlighting mitochondria‐associated membranes (MAMs) indicated by yellow arrows. Scale bar, 500 nm. B) Mechanism diagram for calcium transfer between ER and mitochondria. Activation of IP3R by the second messenger IP3 induces opening of the IP3R1‐HAP1‐Htt complex on the ER, releasing Ca^2+^ from the ER lumen and increasing Ca^2+^ concentration. The influx of Ca^2+^ into mitochondria influences mitochondrial enzyme activity and activates the electron transport chain, boosting NADH and ATP production. IP3R, inositol 1,4,5‐trisphosphate receptor; OMM, outer mitochondrial membrane; IMM, inner mitochondrial membrane; TCA, tricarboxylic acid cycle. C) Calcium transient traces in control brain ECs (blue line) and HAP1 knockdown brain ECs (red line) triggered by 20 µm m‐3M3FBS. D) Histogram depicting the average amplitudes of m‐3M3FBS triggered Ca^2+^ transients, represented by Δ*F*/*F*0 of Fluo‐4 (*n* = 11 cells from two independent experiments). E) Co‐immunoprecipitation (Co‐IP) assays detecting interactions between HAP1 and the carboxy‐terminal region of IP3R1 in primary brain ECs. Cells were infected with HAP1‐HA and IP3R1‐Flag lentivirus for 4 d and harvested for Co‐IP assays. F) Western blot analysis of HA‐HAP1 expression after transfecting the HAP1‐HA together with *Scramble shRNA*, *Hap1‐shRNA1*, or *Hap1‐shRNA2* plasmids in HEK293T cells to confirm knockdown efficiency. G) Calcium transient traces in wild‐type cells (blue line), *Foxq1* cKO cells (red line), and *Foxq1* cKO cells overexpressing HAP1 (green line) triggered by m‐3M3FBS.H) Histogram depicting the average amplitudes of m‐3M3FBS triggered Ca^2+^ transients, represented by ΔF/F0 of Fluo‐4 (*n* = 11 cells from two independent experiments). I) Measurement of the NAD^+^/NADH ratios under HAP1 knockdown in primary brain ECs (*n* = 5 replications). J) Measurement of the NAD^+^/NADH in wild type, *Foxq1* cKO, and *Foxq1* cKO with overexpression of HAP1 in brain ECs (*n* = 5 replications). Data are shown as mean ± s.e.m for (F, H, I, and J). ** *P* < 0.01, *** *P* < 0.001. Two‐tailed unpaired Students’ *t*‐test was used.

To assess calcium signaling capacity in brain endothelial cells, we employed m‐3M3FBS, a potent PLC activator, to stimulate IP3‐dependent calcium release.^[^ ^25^ ^]^ Wild‐type primary brain endothelial cells responded with robust, high‐amplitude calcium transients (Figure 5C), confirming the presence of functional calcium mobilization machinery. Co‐immunoprecipitation experiments validated the physical interaction between HAP1 and IP3R1 in brain endothelial cells (Figure 5E), establishing that the HAP1‐IP3R1 regulatory complex previously characterized in neurons is also functionally conserved in the brain vasculature. To directly assess HAP1's regulatory role, we performed siRNA‐mediated Hap1 knockdown, which resulted in significantly diminished calcium transient amplitudes (Figure 5C,D,F). This finding demonstrates that HAP1 is not merely associated with IP3R1 but actively enhances calcium release efficiency in brain endothelial cells. Consistent with our transcriptional analysis showing reduced *Hap1* expression in *Foxq1* knockout cells, calcium imaging revealed that *Foxq1* conditional knockout brain endothelial cells exhibited substantially diminished calcium transients compared to wild‐type controls (Figure 5G,H). Critically, this calcium signaling defect could be rescued by HAP1 overexpression, providing definitive evidence that FOXQ1 regulates calcium homeostasis specifically through transcriptional control of Hap1 expression.

The functional significance of ER‐mitochondrial calcium transfer extends beyond signaling to direct metabolic regulation. Mitochondrial calcium uptake is essential for optimal tricarboxylic acid (TCA) cycle function, as calcium ions serve as allosteric activators of key rate‐limiting enzymes including isocitrate dehydrogenase, alpha‐ketoglutarate dehydrogenase, and pyruvate dehydrogenase.^[^ ^26^ ^]^ To assess TCA cycle activity, we measured the NAD^+^/NADH ratio, a sensitive indicator of mitochondrial oxidative metabolism. Both *Foxq1* knockout and *Hap1* knockdown resulted in significant reductions in the NAD^+^/NADH ratio (Figure 5I,J), indicating impaired TCA cycle flux. Importantly, HAP1 overexpression in *Foxq1* knockout cells partially restored the NAD^+^/NADH ratio (Figure 5I,J), demonstrating that calcium signaling defects contribute mechanistically to the observed mitochondrial dysfunction.

Collectively, these findings reveal a sophisticated regulatory mechanism whereby FOXQ1 coordinates mitochondrial metabolic activity through transcriptional control of calcium signaling machinery. By regulating *Hap1* expression, FOXQ1 modulates the efficiency of ER‐mitochondrial calcium transfer, which in turn controls TCA cycle activity and oxidative phosphorylation capacity in brain ECs.

### 2.7 FOXQ1 Maintains Mitochondrial Ultrastructure and Respiratory Efficiency Through ADCK1‐Mediated Cristae Organization

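In the RNA-seq data of sorted E18 brain ECs, reads on *Adck1*, *Oma1* and *Bnip3* were counted in every sample. *Adck1* (chromosome 12, 88360554 to 88461724, plus strand, GRCm38) had 1169 and 770 reads in the wild-type samples and 276 and 435 in the *Foxq1* cKO samples. *Oma1* (chromosome 4, 103313812 to 103371868, plus strand) had 523 and 595 reads against 114 and 176. *Bnip3* (chromosome 7, 138890836 to 138909519, minus strand) had 2114 and 1466 reads against 591 and 705. Their *Foxq1* cKO means were 42.4%, 29.3% and 42.0% of the wild-type means in that order. With each sample left out in turn, the log2 fold change stayed between -1.53 and -0.97 for *Adck1*, between -2.03 and -1.51 for *Oma1* and between -1.39 and -1.10 for *Bnip3*. *Adck1* and *Bnip3* each overlap genes on the opposite strand, and *Bnip3* has processed pseudogenes elsewhere in the genome, so the assignment of some of their reads is uncertain. On the recovered read counts, DESeq2 gave adjusted p-values of 0.371 for *Adck1*, 0.250 for *Oma1* and 0.0505 for *Bnip3*.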

FOXQ1 target transcripts were also implicated in the regulation of mitochondrial fusion, identifying several direct targets of FOXQ1, including *Adck1*, *Oma1*, and *Bnip3*. While OMA1 and BNIP3 are known as mitochondrial quality control proteins that respond to cellular stress, ADCK1 was reported to be essential for mitochondrial structure in *Drosophila* muscles, though its specific role in mammalian brain endothelial cells remained unexplored.^[^ ^27^ ^]^ Given the profound mitochondrial morphological abnormalities observed in *Foxq1*‐deficient cells, we hypothesized that ADCK1 might serve as a critical effector of FOXQ1‐mediated mitochondrial structural regulation.

We first confirmed that mouse ADCK1 was localized to the mitochondrial inner membrane in primary brain ECs (Figure S6A, Supporting Information). To understand ADCK1's molecular function, we interrogated the BioGRID protein interaction database and identified two key binding partners: IMMT (Inner Mitochondrial Membrane protein) and YME1L (ATP‐dependent zinc metalloprotease). IMMT serves as a core component of the mitochondrial contact site and cristae organizing system (MICOS), a multi‐protein complex that is absolutely essential for cristae formation, stabilization, and maintenance of proper inner membrane architecture (**Figure** **6**A). YME1L, conversely, functions as a critical regulatory protease that controls the proteolytic processing of OPA1 (Optic Atrophy 1), determining the balance between the long form (L‐OPA1) and short form (S‐OPA1). This OPA1 processing directly regulates cristae remodeling dynamics and mitochondrial fusion capacity, making YME1L a key determinant of mitochondrial morphological plasticity.

**Figure 6:**
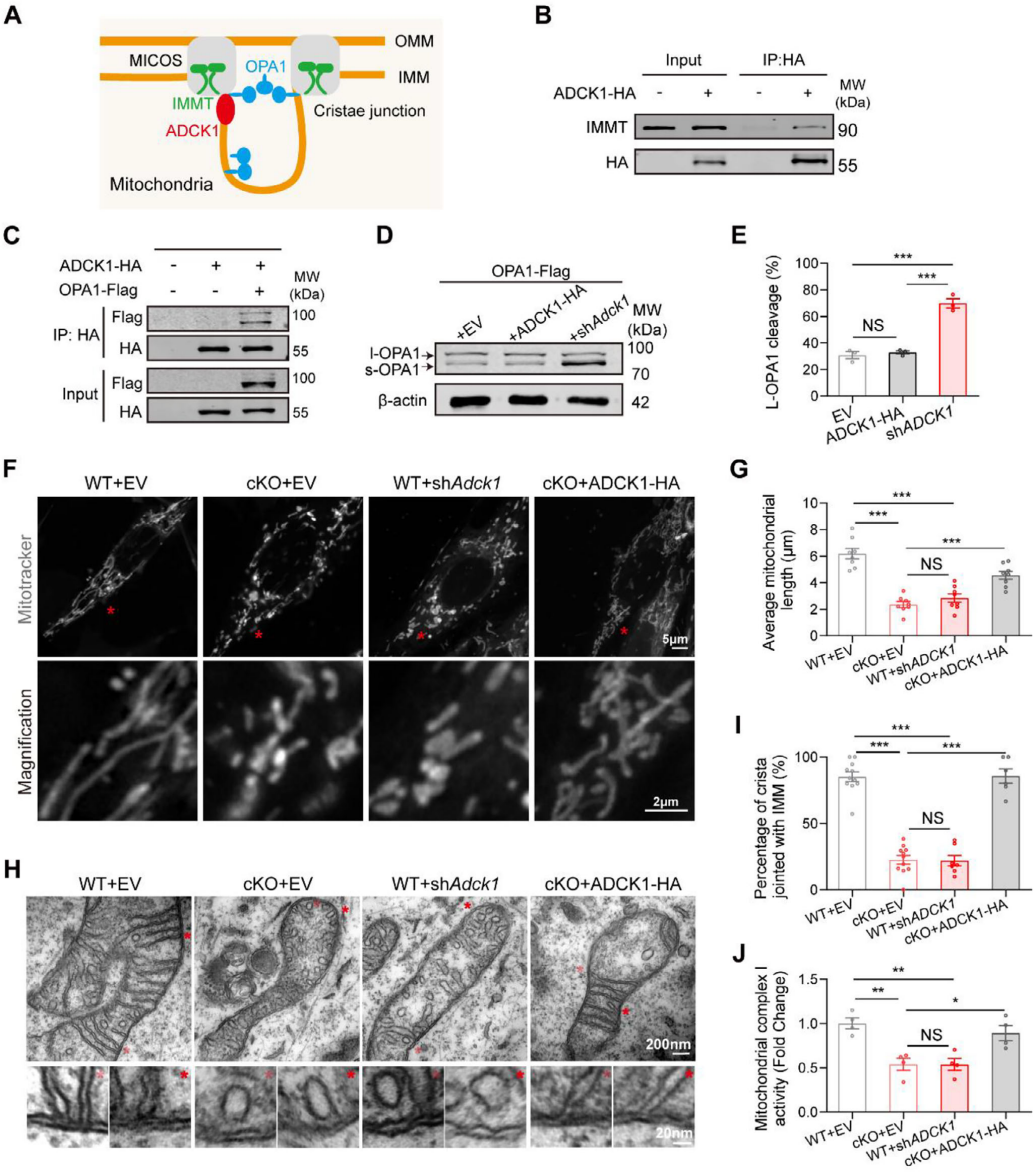
FOXQ1 maintains the mitochondrial cristae by enhancing the expression of *Adck1*. A) Schematic diagram for the structure of mitochondrial crista junction. Highlights include the role of IMMT (Mic60), a core component of the MICOS complex (Mitochondrial Contact Site and Cristae Organizing System), which regulates crista junction formation and the interface between the outer mitochondrial membrane (OMM) and inner mitochondrial membrane (IMM). OPA1 is depicted controlling crista width, with a balance of its long and short forms essential for maintaining tight crista junctions. B) Co‐IP assay detecting interaction between ADCK1 and IMMT in primary brain ECs. Cells were infected with ADCK1‐HA lentivirus for 4 d and harvested for Co‐IP assays. C) Co‐IP assay detecting interactions between ADCK1 and OPA1 in primary brain ECs. Cells were infected with ADCK1‐HA and OPA1‐Flag lentivirus for 4 d and harvested for Co‐IP assays. D) Immunoblot images showing the levels of OPA1 in primary bECs infected with OPA1‐Flag and with either the empty vector, ADCK1‐HA, or *Adck1‐shRNA* lentivirus. Arrows indicate the membrane‐anchored long isoform (L‐OPA1) and a soluble short isoform (S‐OPA1) of OPA1. E) Quantification of the percentage of the L‐OPA1 cleavage (*n* = 3 independence experiments). F) Representative images of mitotracker‐labeled mitochondria in primary ECs of wild type, *Foxq1* cKO, wild type introduced with *Adck1*‐*shRNA*, and *Foxq1* cKO introduced with ADCK1‐HA. Scale bars, 5 µm (above) and 2 µm (below). G) Quantification of average mitochondrial length. Each data point represents the average mitochondrial size per individual cell (*n* = 8 cells). H) TEM images of the mitochondria in primary brain ECs of wild type, *Foxq1* cKO, wild type introduced with *Adck1*‐*shRNA*, and *Foxq1* cKO introduced with ADCK1‐HA. Bottom row shows the magnified views of mitochondrial crista. Scale bars, 200 nm (above) and 20 nm (below). I) Quantification of the percentage of the cristae junctions connected to the inner mitochondrial membrane. Each data point represents the percentage per individual mitochondria (*n* = 11 mitochondria). Only mitochondria with crista greater than 10 were analyzed. J) Quantification of the mitochondrial complex I activity (*n* = 4 replications). Data are shown as E,G,I,J) mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001. Two‐tailed unpaired Students’ *t*‐test was used.

Co‐immunoprecipitation experiments validated the predicted protein interactions, confirming that ADCK1 forms stable complexes with both IMMT (Figure 6B) and OPA1 (Figure 6C) in brain endothelial cells. These interactions position ADCK1 as a potential coordinator between the MICOS cristae organizing system and the OPA1‐dependent fusion machinery.

The biochemical changes in OPA1 processing translated into profound ultrastructural alterations. Transmission electron microscopy revealed that *Adck1* knockdown induced mitochondrial fragmentation and conversion of the normal lamellar cristae architecture into aberrant vesicular‐like structures (Figure 6F–I). These morphological changes are characteristic of mitochondrial dysfunction and impaired respiratory capacity. Critically, *Foxq1* knockout cells exhibited an identical ultrastructural phenotype, and this could be completely rescued by lentiviral overexpression of ADCK1 (Figure 6F–I and Figure S6D, Supporting Information). These results demonstrated that FOXQ1 regulates *Adck1* expression to stabilize mitochondrial cristae structures.

Tightly packed lamellar cristae are essential for optimal spatial organization of electron transport chain (ETC) complexes and ATP synthase, creating the precise membrane topology required for efficient oxidative phosphorylation.^[^ ^28^ ^]^ The conversion to vesicular cristae fundamentally disrupts this organization, compromising respiratory complex assembly and function. To directly assess the functional consequences of cristae disorganization, we measured the enzymatic activity of mitochondrial Complex I, the rate‐limiting component of the electron transport chain.^[^ ^29^ ^]^ Both Foxq1 knockout and Adck1 knockdown resulted in significant reductions in Complex I activity (Figure 6J), providing biochemical evidence that structural alterations directly impair respiratory function. ADCK1 overexpression in Foxq1 conditional knockout cells restored Complex I activity (Figure 6J), demonstrating that the respiratory defects are mechanistically linked to cristae disorganization.

We found that the loss of either FOXQ1 or ADCK1 significantly reduced the Complex I activity (Figure 6J). Overexpression of ADCK1 in *Foxq1* cKO cells restored Complex I activity (Figure 6J). Together, these results illustrate that FOXQ1 regulates ADCK1 to stabilize mitochondrial cristae structures for efficient electron transport, which is essential for mitochondrial metabolic activity.

Together, these findings reveal that FOXQ1 preserves mitochondrial respiratory efficiency by transcriptionally regulating the cristae‐organizing machinery. Through control of *Adck1* expression, FOXQ1 ensures proper OPA1 processing, cristae structure, and the spatial organization of respiratory complexes. The FOXQ1‐ADCK1 regulatory axis thus represents a critical quality control mechanism ensuring that brain ECs maintain the mitochondrial structural integrity necessary for their high metabolic demands.

## 3 Discussion

Our study reveals FOXQ1 as a previously unrecognized transcriptional regulator that orchestrates the unique metabolic program required for brain endothelial cell function. Unlike the prevailing model that endothelial cells rely primarily on glycolysis, our findings demonstrate that brain ECs exhibit specialized mitochondrial‐dependent metabolism, with FOXQ1 serving as a critical coordinator of this metabolic adaptation. The transcriptional enrichment of mitochondrial genes in brain ECs, coupled with their exceptionally high mitochondrial volume, supports the concept that these cells have evolved distinct bioenergetic strategies to meet the extraordinary metabolic demands of the blood‐brain barrier.

The selective expression of FOXQ1 in brain ECs, but not in peripheral endothelium, suggests an evolutionary adaptation to the unique physiological requirements of the central nervous system. The brain's disproportionate consumption of oxygen (20% of total body oxygen despite representing only 2% of body mass) necessitates highly efficient vascular support systems. Our demonstration that FOXQ1 deletion leads to compromised mitochondrial function while preserving structural BBB integrity indicates that metabolic competence and barrier function are separable but interdependent processes. FOXQ1 emerges as a specialized regulator within the Wnt/β‐catenin‐driven transcriptional program.^[^ ^30^ ^]^ While *Foxf2* and *Foxc1*, clustered neighbors of *Foxq1*, regulate BBB tight junctions and pericyte recruitment,^[^ ^10^, ^11^ ^]^ FOXQ1 uniquely fine‐tunes endothelial metabolism without affecting barrier integrity. This functional divergence suggests evolutionary selection for metabolic specialization in brain ECs, possibly linked to the brain's disproportionate energy consumption. Notably, Wnt7a/β‐catenin signaling induces *Foxq1* expression during BBB maturation,^[^ ^30^ ^]^ creating a feedforward loop where metabolic competence reinforces barrier function. This contrasts with peripheral ECs, where Wnt signaling primarily drives angiogenic glycolysis,^[^ ^31^ ^]^ highlighting tissue‐specific adaptation of conserved pathways.

Our mechanistic studies reveal that FOXQ1 employs two complementary strategies to maintain mitochondrial homeostasis: calcium signaling regulation through HAP1 and structural organization through ADCK1. This dual control mechanism represents a sophisticated regulatory system that ensures both metabolic flux and organellar integrity. The FOXQ1‐HAP1‐calcium axis provides dynamic control over mitochondrial bioenergetics through modulation of TCA cycle enzyme activity, as calcium serves as an allosteric activator of key rate‐limiting enzymes.^[^ ^32^ ^]^ Our demonstration that FOXQ1 regulates ER‐mitochondrial calcium transfer through HAP1 establishes a direct link between transcriptional control and metabolic output. This mechanism mirrors neuronal calcium dynamics^[^ ^33^ ^]^ but represents a novel regulatory axis in ECs. Complementing this dynamic regulation, the FOXQ1‐ADCK1 pathway provides structural stability through cristae organization. The conversion from normal lamellar to aberrant vesicular cristae in FOXQ1‐deficient cells represents a fundamental breakdown in mitochondrial architecture that directly impairs respiratory complex function, highlighting the intimate relationship between form and function in mitochondrial biology.

Intriguingly, this metabolic regulatory role sharply contrasts with FOXQ1's well‐established function in cancer, where it is widely recognized as an epithelial‐to‐mesenchymal transition (EMT)‐promoting factor that drives tumor cell migration, proliferation, and metastasis across multiple carcinomas.^[^ ^34^ ^]^ In cancer contexts, FOXQ1 transcriptionally activates core EMT drivers such as *TWIST1* and *ZEB2*, while repressing epithelial markers including *CDH1*, leading to enhanced cellular motility and invasiveness.^[^ ^35^ ^]^ Additionally, FOXQ1 promotes tumor angiogenesis via upregulation of pro‐angiogenic factors (VEGF, ANGPT1, CCL2) and facilitates vascular mimicry, supporting neoplastic dissemination.^[^ ^35^, ^36^ ^]^ In contrast, our findings demonstrate that FOXQ1 in brain endothelial cells primarily governs cellular metabolic integrity and mitochondrial homeostasis. While FOXQ1 loss resulted in profound mitochondrial dysfunction and associated cellular structural changes, including cristae disorganization and microvilli formation, it did not disrupt overall vascular architecture, angiogenic capacity, or blood‐brain barrier integrity. This suggests that FOXQ1's essential role in quiescent brain endothelium centers on maintaining cellular bioenergetic function rather than driving the dynamic morphological changes characteristic of cancer progression. These findings highlight the context‐dependent nature of FOXQ1 function: a critical metabolic regulator in the stable brain vasculature versus a pro‐migratory transcriptional driver in the dynamic cancer environment. The divergent cellular outcomes likely reflect the distinct physiological demands and regulatory networks operating in quiescent endothelium compared to the highly proliferative and invasive cancer microenvironment. Importantly, our behavioral data suggest that even subtle metabolic dysfunction in brain endothelial cells can have profound consequences for neurological function, emphasizing the critical importance of maintaining optimal endothelial cell metabolism for brain health.

Despite preserved blood‐brain barrier integrity and normal vascular architecture, these mice exhibited motor coordination deficits, impaired spatial memory, and altered exploratory behavior. This disconnect suggests that endothelial metabolic dysfunction can manifest as neurological symptoms through mechanisms independent of overt barrier breakdown, potentially involving altered neurovascular coupling or compromised endothelial support for neuronal metabolism. This finding has important implications for understanding the pathogenesis of cerebrovascular diseases, where metabolic dysfunction often precedes structural vascular changes. Our findings may be particularly relevant to age‐related neurodegenerative diseases, where cerebrovascular dysfunction and metabolic impairment are increasingly recognized as early pathological events.^[^ ^37^ ^]^ The decline in mitochondrial function with aging could render brain ECs particularly vulnerable to further metabolic stress, potentially creating a cascade of vascular dysfunction that contributes to cognitive decline.

While our study provides compelling evidence for FOXQ1's role in brain EC metabolism, several limitations should be acknowledged. The conditional knockout approach, while tissue‐specific, eliminates FOXQ1 throughout development, potentially masking adaptive responses. Future studies using inducible knockout systems could better distinguish acute versus developmental roles of FOXQ1. Additionally, our focus on mitochondrial function, while mechanistically important, does not fully capture the complexity of brain EC physiology. Future investigations should examine how FOXQ1‐mediated metabolic control integrates with other critical EC functions, including inflammatory responses, angiogenesis, and neurovascular coupling. The translational relevance of our findings would be strengthened by validation in human brain EC models and examination of FOXQ1 expression patterns in human cerebrovascular disease. Development of FOXQ1‐specific biomarkers could facilitate clinical studies and provide tools for monitoring therapeutic interventions targeting this pathway.

## 4 Conclusion

Our study establishes FOXQ1 as a critical transcriptional coordinator of the specialized metabolic program that distinguishes brain endothelial cells from their peripheral counterparts. Through coordinated regulation of calcium signaling and mitochondrial structural organization, FOXQ1 ensures that brain ECs maintain the bioenergetic capacity necessary for blood‐brain barrier function. These findings not only advance our fundamental understanding of cerebrovascular biology but also identify novel potential therapeutic targets for treating neurological diseases characterized by vascular dysfunction. The FOXQ1 regulatory network represents a promising paradigm for developing metabolism‐based interventions that may preserve or restore brain endothelial function in disease states.

## 5 Experimental Section

### Mouse

The *Foxq1* conditional knockout mice were generated via the CRISPR‐CAS9‐mediated double nicking strategy. 

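*Foxq1* has a single exon, with the coding sequence at 31558917 to 31560119 of chromosome 13 in GRCm38 (1203 bp). The guide sequences of the conditional allele were matched to the annotated mouse transcripts. The sequence of gRNA1, with its PAM, matched positions 31557834 to 31557856 in the 5′ UTR of *Foxq1*, in the context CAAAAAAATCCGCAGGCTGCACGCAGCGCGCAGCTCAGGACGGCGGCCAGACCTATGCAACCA. The same positions lie in the 3′ UTR of *A530084C06Rik*, a gene on the opposite strand. The sequence of gRNA2, with its PAM, matched positions 31560385 to 31560407 in the 3′ UTR of *Foxq1*, in the context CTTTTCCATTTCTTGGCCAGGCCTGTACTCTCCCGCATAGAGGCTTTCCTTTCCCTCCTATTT. The 2528 bp between the matches contain the whole coding sequence of *Foxq1*.

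**Figure D2:**
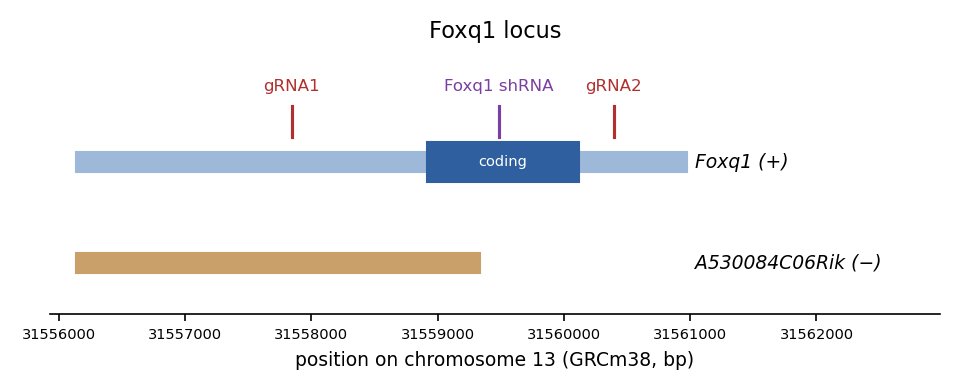
Map of the *Foxq1* locus on chromosome 13 (GRCm38 positions in bp). Thin boxes are transcribed regions, the thick box is the coding sequence of *Foxq1*, and vertical lines mark the matches of both guides and of the *Foxq1* shRNA. The guide matches lie on either side of the coding sequence.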

The guide RNA sequences were as follows: gRNA1 (5′‐*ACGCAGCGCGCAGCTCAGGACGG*‐3′) and gRNA2 (5′‐*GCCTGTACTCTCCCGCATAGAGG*‐3′). Tie2‐cre mice were employed to recognize and cleave the flox sites. Littermates lacking Cre transgene served as controls. Both male and female mice aged 8–16 weeks were used in experiments. All animal experiments were approved by the Animal Care and Use Committees of the Institute of Zoology, Chinese Academy of Sciences. The ethical approval number for animal studies is IOZ‐IACUC‐2024‐143.

### Plasmids

Mouse *Foxq1* cDNA (accession number NM_008239), mouse *Hap1* cDNA (accession number NM_010404), mouse *Adck1* cDNA (accession number NM_001277296), and mouse *Opa1* cDNA (accession number NM_001199177) were obtained by polymerase chain reaction (PCR) and cloned into *pCDH‐CMV* to generate *PCDH‐CMV‐HA‐FOXQ1*, *PCDH‐CMV‐HAP1‐HA*, *PCDH‐CMV‐ADCK1‐HA*, and *PCDH‐CMV‐OPA1‐Flag*. The DNA fragment of mouse *TOM20* was prepared by PCR and constructed into *pCDH‐LC3B‐mCherry‐GFP* (MiaoLingPlasmid, China # P50847) to replace *LC3B* in generating the *pCDH‐TOM20‐mCherry‐GFP*. The DNA fragment of the carboxy‐terminal region (124 amino acids F2626‐A2749) of mouse *Ip3r1* (accession number NM_010585) was obtained by PCR and cloned into *pCDH‐CMV* to generate *PCDH‐CMV‐IP3R‐Flag*. The shRNA fragments were synthesized and constructed into *pSicoR*. The sequences of shRNAs were follows: *Foxq1*, 5′‐ *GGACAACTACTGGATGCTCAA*‐3′; *Adck1*, 5′‐*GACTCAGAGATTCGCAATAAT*‐3′; *Hap1*, 5′‐*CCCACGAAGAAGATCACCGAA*‐3′ and 5′‐*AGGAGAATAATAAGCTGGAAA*‐3′.

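Each of these sequences matched annotated transcripts of its own gene only, on the sense strand. The *Foxq1* sequence lies at 31559474 to 31559494 of chromosome 13 (GRCm38), in the coding region of the only exon. The *Adck1* sequence lies at 88459010 to 88459030 of chromosome 12, in the coding part of exon 10. The *Hap1* sequences lie on chromosome 11, the one named earlier at 100354708 to 100354728 in exon 2 and the other at 100354272 to 100354292 in exon 3. Both are coding in the longer annotated transcripts of *Hap1*, and the earlier one lies in the 5′ UTR of a shorter transcript. Only annotated transcripts were searched for perfect matches.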

For lentiviral production, target plasmids were co‐transfected with lentiviral packaging plasmids, *pMD2.G* (envelope plasmid) and *psPAX2* (packaging plasmid), into 293T cells. After transfection, the supernatant containing lentiviral particles was harvested and used to infect primary brain ECs. To enhance transduction efficiency, 8 µg mL^−1^ of polybrene was included during the infection.

### Immunostaining

Brains were fixed in 4% paraformaldehyde (PFA) in phosphate buffered saline (PBS) overnight and subsequently transferred to 30% sucrose for dehydration. The brains were then sectioned at a thickness of 40 µm for immunostaining. For immunostaining, brain slices or cell samples were fixed in 4% PFA at room temperature for 20 min, followed by three washes with 0.1% PBST (PBS containing 0.1% Triton X‐100). The samples were blocked with 5% bovine serum albumin (BSA) in 0.1% PBST for 1 h at room temperature, then incubated with primary antibodies at 4 °C overnight. Following three 10 min washes in PBS, the samples were incubated with secondary antibodies for 2 h at room temperature, and subsequently stained with DAPI (Sigma, Cat# D9542) for 2 min to label nuclei. Finally, the slices were mounted using 50% glycerol.

### Antibodies

The following antibodies were used for immunostaining: biotinylated anti‐IB4 (Vector Laboratories; Cat# B‐1205; RRID: AB_2314661), mouse anti‐FOXQ1 (Santa Cruz Biotechnology; Cat# sc‐166265; RRID: AB_2105178), rabbit anti‐TOM20 (Beyotime, Cat# AF1717), rabbit anti‐Collagen IV (Bioss; Cat# BS‐4595R; RRID: AB_11101792), rabbit anti‐BLBP (Abcam; Cat# ab32423, RRID: AB_880078), rat anti‐PDGFRß (BD Bioscience; Cat# 558774; RRID: AB_397117), rat anti‐LAMP1 (BD Biosciences; Cat# 553792; RRID: AB_2134499), Rabbit anti‐Ki67 (Abcam; Cat# ab15580; RRID: AB_443209), and rabbit anti‐HA (Cell Signaling Technology; Cat# 3724S; RRID: AB_1549585). The following antibodies were used for western blotting and Co‐IP experiment: rabbit anti‐HA (Cell Signaling Technology; Cat# 3724S; RRID: AB_1549585), rabbit anti‐β‐actin (Proteintech; Cat# 20536‐1‐AP; RRID: AB_10700003), mouse anti‐Flag (Sigma‐Aldrich; Cat# F1804; RRID: AB_ 262044), and mouse anti‐OPA1 (Proteintech; Cat# 10179‐1‐AP; RRID: AB_2127193). The following antibodies were used for CUT&Tag experiment: rabbit anti‐HA (Cell Signaling Technology; Cat# 3724S; RRID: AB_1549585), and rabbit anti‐H3K4me3 (Active Motif; Cat# 39160; RRID: AB_ 2615077).

### Primary Mouse Brain Endothelial Cell Culture

Primary mouse brain ECs were isolated as previously described.^[^ ^38^ ^]^ Briefly, E18 brains was dissected under stereomicroscopy to harvest the cerebral cortex. This tissue was then digested with 20 U per mg papain (Worthington, Cat#Ls003119) for 5 min at 37 °C. The resulting mixture was strained through a 70 µm nylon mesh. Cells were then exposed to 2 mL of red blood cell lysing buffer (Sigma‐Aldrich) for 2 min to remove erythrocytes. The cell suspension were then incubated with anti‐CD31‐FITC (Biolegend, Cat#102406) at 4 °C for 30 min. These labeled cells were subsequently sorted using a FACSCalibur cytometer (Becton Dickinson). The isolated primary endothelial cells were then cultured on plates coated with type I collagen (Sigma‐Aldrich) within ECM media (Sciencell, Cat#1001). Fresh medium was supplied to the cultures every two to 3 d.

### Transmission Electron Microscopy (TEM) Analysis

TEM was performed according to the method previously described.^[^ ^39^ ^]^ Briefly, wild‐type and *Foxq1* ^−/−^ brains tissues were sectioned into small cubes and fixed overnight at 4 °C using electron microscopy‐grade 2% paraformaldehyde (PFA) and 2.5% glutaraldehyde in phosphate‐buffered saline (PBS, pH 7.4). For primary brain endothelial cells, samples were cultured on plastic slides and infected with lentivirus until they reached approximately 70% confluence before fixation. Following fixation, all samples were washed three times with PBS and post‐fixed in 1% osmium tetroxide for 1 h. After another series of thorough washes in PBS, the samples underwent a dehydration process through a graded ethanol series, including concentrations of 30%, 50%, 70%, 80%, 90%, 95%, and 100%. Subsequently, the samples were washed twice in 100% acetone. The samples were then soaked in a 1:1 ratio of acetone to epoxy resin for 1 h, followed by a 1:3 ratio of acetone to epoxy resin for 3 h, and finally in pure epoxy resin for more than 5 h. Finally, samples were embedded in epoxy resin and polymerized at 60 °C for 48 h. Ultra‐thin sections (60 nm) were obtained using a Leica UC7 ultramicrotome. Sections were stained with uranyl acetate and Reynold's lead citrate for contrast enhancement. The prepared sections were examined and imaged using a Tecnai G2 F20 TWIN TMP transmission electron microscope.

### Wound Healing Assay

Primary mouse brain ECs were seeded in 6‐well plates and grown to full confluence. Cells were then starved for 10 h in ECM containing 1% FBS. A sterile 200 µL pipette tip was used to create a linear scratch in the monolayer. After washing twice with DPBS to remove cell debris, cells were incubated in fresh medium. Images were captured at 0, 12 and 24 h using a phase‐contrast microscope. The wound area was quantified using ImageJ software, and the relative wound closure was calculated as (*W*_T0_ − *W*_Tx_)/*W*_T0_ × 100%, where *W*_T0_ is the wound width at time zero and *W*_Tx_ is the wound width at 12 h or 24 h after scratching.

### EdU Proliferation Assay

ECs were seeded onto coverslips in a 24‐well plate. After 24 h, cells were incubated with 10 µm 5‐ethynyl‐2′‐deoxyuridine (EdU) for 4 h. Cells were then fixed, permeabilized, and stained using the BeyoClick EdU Cell Proliferation Kit with Alexa Fluor 488 (Beyotime, China; Cat# C0071S) and Ki67 antibody according to the manufacturer's protocol. Nuclei were counterstained with DAPI. Images were captured with a confocal microscope, and the percentage of EdU‐positive cells was determined from at least five random fields per condition.

### Tube Formation Assay

A 24‐well plate was coated with 200 µL of Matrigel (Corning, #354227) and allowed to polymerize at 37 °C for 30 min. Then, 250 µL of the primary brain ECs (1.5×10^5^ cells) were seeded onto the Matrigel and incubated in a 37 °C incubator overnight. Tube formation was imaged using an inverted phase‐contrast microscope. The total tube length and number of branch points were quantified using the ImageJ software.

### Rotarod Test

All behavioral tests were conducted during the light phase (09:00–17:00) under controlled environmental conditions (22 ± 2 °C). Mice were habituated to the testing room for 30 min before experiments. The Rotarod test was conducted to assess the motor coordination and balance of the subjects. A total of 12 wild‐type and 13 *Foxq1* cKO mice, aged 8–16 weeks, were included in this study. The test was performed using a standard Rotarod apparatus (Model XR‐6C, Xinruan Co., Shanghai, China), which consists of a rotating rod with a width of 60 mm and a diameter of 30 mm. Prior to testing, the animals underwent a 3 d training period consisting of three sessions per day. The training protocol involved gradually increasing the rod's speed, starting at 4 rpm for 1 min, followed by 10 rpm for 2 min, and finally reaching 30 rpm for 3 min. If a mouse fell from the rod during training, it was given a rest period of at least 15 min to minimize stress and fatigue before continuing. In the test session, mice were placed on the rotating rod, which was set to accelerate from 4 to 40 rpm over a 5 min period. A total of three trials were conducted for each mouse, and the mean latency to fall from the rod was recorded and used for analysis.

### Morris Water Maze

The Morris Water Maze (MWM) task was used to assess spatial learning and memory in mice. The maze consists of a circular pool filled with water and made opaque with non‐toxic white paint (titanium dioxide). A hidden platform (10 cm in diameter) was submerged 1 cm below the water surface and placed in southeast (SE) quadrant. For the training phase, mice underwent 5 consecutive days of platform training, with each day consisting of four trials. In each trial, the mouse (aged 8–16 weeks) was placed in the pool at one of four starting positions, and the time to locate and climb onto the hidden platform was recorded. A total of 17 wild‐type and 15 *Foxq1* cKO mice were tested. If the mouse failed to find the platform within 60 s, it was guided to the platform and allowed to remain there for 10 s before being removed from the maze. The inter‐trial interval was set to 15–20 min. The position of the platform remained constant throughout the 5 d of training. On the 6th day, a probe trial was conducted to assess memory retention. During the probe trial, the platform was removed from the maze, and the mouse was allowed to swim freely for 60 s. The behavioral data were collected and analyzed using Panlab SMART 3.0 video tracking software.

### Open Field Test

An open field test was conducted in a square arena measuring 50 cm × 50 cm. All tests were performed under controlled lighting conditions and in a low‐noise environment to minimize external disturbances. Prior to each trial, the arena was thoroughly cleaned to eliminate any scent markers or residues from previous subjects. Rodent movements during the test were recorded using a camera system. Mice (aged 8–16 weeks) were individually placed in the center of the arena. A total of 16 wild‐type and 17 *Foxq1* cKO mice were tested. Following a 3 s habituation period, their behavior was recorded for a duration of 5 min. Automated analysis of the recorded behavior was performed using Panlab SMART 3.0 video tracking software. The central zone, defined as the area within 25 cm × 25 cm at the center of the arena, was specifically analyzed.

### TMRE Imaging and Analysis

For assessing mitochondrial membrane potential, mouse brain endothelial cells were obtained from primary culture mouse cerebral cortex as described in the previous section and plated on collagen type I (Sigma, Cat#C3867‐1VL) coated coverslip bottom dishes with grid (NEST, Cat#801002) using ECM medium (ScienCell, Cat#1001). For FOXQ1 knockdown, pSicoR‐U6 promoter‐*Foxq1* shRNA‐EF1α promoter‐GFP lentivirus with low titer were added and infected for 3 d. The cells were cultured to approximately 60% confluency and then incubated with tetramethylrhodamine ethyl ester (TMRE) (Beyotime, Cat# C2001S) at 37 °C for 45 min. Following incubation, the cells were washed twice with warm PBS to remove excess dye, and 2 mL of fresh medium was added. Fluorescence images were acquired using a Zeiss LSM 880 with Airyscan microsystem (excitation: 549 nm, emission: 574 nm). For analysis, a z summation of the stack was used to measure the whole cell TMRE signal. The background signal was subtracted using ImageJ software.

### Evans Blue BBB Leakage Test

To assess blood‐brain barrier permeability, 200 µL of Evans blue staining (2%; Aicon Biotech, Cat# A28136) was intraperitoneally injected into wild‐type and *Foxq1^−/−^* adult mice. After 24 h of circulation, the mice were anesthetized and perfused with 4% PFA. The brains were carefully dissected and imaged. The integrity of the blood‐brain barrier was evaluated by examining the tissue for the presence or absence of blue dye leakage.

### Mito‐Tracker Labeling and Mitochondrial Morphology Analysis

Mitochondria in primary brain endothelial cells (ECs) were labeled using Mito‐Tracker Deep Red FM (Beyotime; Cat# C1032). Wild‐type and *Foxq1* ^−/−^ cells were initially infected with either PCDH, PCDH‐CMV‐ADCK1‐HA, or pSicoR‐shAdck1 lentivirus. Subsequently, a 100 nm working solution of Mito‐Tracker was added to the ECM medium and incubated at 37 °C for 15 min. After incubation, the cells were washed twice with DPBS and transferred to fresh culture medium. Cells exhibiting GFP fluorescence were identified as successfully infected by the lentivirus. Imaging was conducted using a confocal microscope in Airyscan mode with a 63x oil immersion objective and a zoom factor of 2.5. The maximum length of the mitochondrial fragments was manually traced using the freehand tool in Fiji software. Only those mitochondrial fragments that could be distinctly recognized as single mitochondria were measured.

### The Oxygen Consumption Rate (OCR) and Extracellular Acidification Rate (ECAR) Measurement

The oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured using Seahorse XF Pro Analyzer (Agilent XFe96). Primary brain endothelial cells were plated at a density of 10000 cells per well in 80 µL growth media. OCR and ECAR were measured using Seahorse XF Cell Mito Stress Test Kit (Agilent, Cat#103015‐100) and Seahorse XF Glycolysis Stress Test Kit (Agilent, Cat#103020‐100). OCR was measured in XF medium containing 1 mm sodium pyruvate, 2 mm glutamine and 10 mm glucose under basal conditions and in response to oligomycin (1.5 µm), FCCP (0.5 µm) and rotenone/antimycin A (0.5 µm). ECAR was measured in XF medium containing 2 mm glutamine under basal conditions and in response to glucose (10 mm), oligomycin (1 µm) and 2‐deoxy‐D‐glucose (2‐DG) (50 mm). The fractions of ATP that are produced from mitochondrial oxidative phosphorylation and glycolysis were measured using Seahorse XF Real‐Time ATP Rate Assay Kit (Agilent, Cat#103592‐100).

### TUNEL Labeling

Apoptosis in brain tissue sections was detected using the TransDetect in situ Fluorescein TUNEL Apoptosis Detection Kit (Transgen; Cat# FA201). A mixture of 200 µL of labeling solution and 8 µL of TdT enzyme was incubated at 37 °C for 1 h in darkness. Following incubation, sections were washed with 1% PBST. The samples were then mounted and examined for apoptosis using a confocal microscope, employing an excitation wavelength of 450–500 nm.

### Single‐Cell Sequencing Analysis

Single‐cell sequencing data were obtained from the publicly available dataset (ArrayExpress: E‐MTAB‐8077),^[^ ^6c^ ^]^ and processed using the Seurat R package. Doublet cells were removed using the doubletFinder_v3 function from the DoubletFinder package (v.2.0.3). The data were filtered with the following criteria: nFeature_RNA>1000, nCount_RNA<30000, percent.mt<10%, percent.redcell<10%, and percent.ribo<40%. Genes with expression levels below 3, along with mitochondrial, sex‐related, red blood cell genes, and Malat1, were excluded. Data normalization was performed using the NormalizeData function with a scale factor of 10000, and variable features were identified with the FindVariableFeatures function. The data were standardized, and the effects of mitochondrial and ribosomal genes were regressed out using the ScaleData function.

### Cleavage under Targets and Tagmentation (CUT&Tag) Assay

The CUT&Tag assay was conducted with slight modifications from the original description, using a commercial kit from Vazyme (Cat#TD903). Approximately 1×10^5^ cells were initially washed with 500 µL wash buffer, followed by centrifugation at 600 *g* for 5 min. The resultant cell pellets were resuspended in 100 µL of wash buffer and incubated with 10 µL of concanavalin A‐coated magnetic beads for 10–15 min. These bead‐bound cells were then resuspended in 50 µL of antibody buffer containing either 2 µg of rabbit anti‐HA or 2 µg of rabbit anti‐H3K4me3 antibodies, followed by incubation at room temperature for 2 h or overnight at 4 °C. After secondary antibody incubation, the cells underwent three washes with 200 µL of Dig‐wash buffer and were incubated with 2 µL of pA/G‐Tnp and 98 µL of Dig‐300 buffer for 1 h. Subsequent washes involved three cycles with 200 µL of Dig‐300 buffer before adding 10 µL of 5× TTBL mixed with 40 µL of Dig‐300 buffer and incubating at 37 °C for 1 h. The reactions were quenched using 5 µl of 20 mg mL^−1^ Proteinase K, 100 µL Buffer L/B, and 20 µL DNA extraction beads at 55 °C for 10 min. The beads were washed once with 200 µL Buffer WA, twice with 200 µL Buffer WB, and finally resuspended in 22 µL of nuclease‐free water. For library amplification, 15 µL of the purified DNA was combined with 25 µL of 2×CAM and 5 µL of barcoded primers, then amplified using a thermal cycler. PCR products were purified with VAHTS DNA Clean Beads and eluted in 22 µL of ddH_2_O. Libraries were sequenced on the Illumina NovaSeq 6000 platform.

### CUT&Tag Data Analysis

The following antibodies were used for CUT&Tag experiment: rabbit anti‐HA (Cell Signaling Technology; Cat# 3724S; RRID: AB_1549585), and rabbit anti‐H3K4me3 (Active Motif; Cat# 39160; RRID: AB_ 2615077). Raw CUT&Tag sequencing data were processed for quality control and adapter trimming using fastp (v.0.20). Paired‐end reads (R1 and R2) were screened for potential contaminants with FastQ Screen (v.0.15.2), and trimmed reads were aligned to the mouse reference genome (mm10) using Bowtie2 (v.2.4.1). Aligned BAM files were sorted and duplicates marked using Sambamba (v.0.8.2). Peak calling was executed using GoPeaks (v.1.0.0), and coverage tracks in BigWig format were generated via the bamCoverage function of deepTools (v.3.5.1). Heat maps were created using computeMatrix and plotHeatmap functions from deepTools (v.3.5.1). Peaks were annotated using ChIPseeker (v.1.30.3), referencing the TxDb.Mmusculus.UCSC.mm10.knownGene (v.3.10.0) and org.Mm.eg.db (v.3.14.0) gene annotation databases. Peaks within 3000 bp of transcription start sites (TSS) were annotated with annotatePeak, and intersections of H3K4me3 and FOXQ1 peaks were analyzed with bedtools (v.2.30.0) intersect command, followed by grouping, merging, and filtering to identify promoter region peaks. Venn diagrams illustrating the overlap between H3K4me3 and FOXQ1 genes were created using the VennDiagram package (v.1.7.3). GO enrichment analysis was conducted using clusterProfiler (v.4.2.2) with the enrichGO function to analyze the intersecting genes of H3K4me3 and FOXQ1 for GO biological process (BP) enrichment. Data deposited at GEO accession: GSE271829.

### Alphafold3 Prediction of FOXQ1–DNA Interaction

The amino acid sequence of the mouse FOXQ1 transcription factor was obtained from the Universal Protein Knowledgebase (RefSeq accession number: NP_032265.3). DNA sequences from the promoters of *Adck1* and *Hap1*, known to interact with FOXQ1, were identified using CUT&Tag analysis. The tertiary structure of FOXQ1 was predicted using AlphaFold3, an AI‐driven protein structure prediction tool developed by DeepMind.^[^ ^22^ ^]^ This structure prediction was accessed via http://alphafoldserver.com. Utilizing the predicted protein structure, docking simulations were conducted to model interactions with the target DNA sequences. These simulations considered factors such as electrostatic potential and molecular complementarity. Visualization of the results was achieved using the VScode software, equipped with a Protein Viewer plugin, which helped in identifying crucial binding motifs and interaction hotspots between FOXQ1 and the DNA.

### RNA Sequencing

The cell samples were isolated from E18 wild‐type and *Foxq1* cKO cortices using a FACSCalibur Flow Cytometer (Becton Dickinson) with CD31‐FITC antibody (Biolegend, 102406). RNA samples were extracted with TRIzol reagent, and the quality of RNA‐seq libraries was evaluated with Agilent 2100 Bioanalyzer. Sequencing was performed on an Illumina platform by Annoroad Gene Tech. Co. Ltd. (Beijing, China). Data deposited at GEO accession: GSE271827. GO analysis was performed using Metascape (http://metascape.org).

### Quantitative Real‐Time PCR

RNA was extracted from wild‐type and *Foxq1* ^−/−^ primary brain endothelial cells using TRIzol reagent. The purified RNA was reverse‐transcribed into cDNA using the First‐Strand cDNA Synthesis Kit (Tiangen, Cat# KR106‐02). Quantitative RT‐PCR was performed with the SuperReal PreMix Plus (SYBR Green) Kit (Tiangen, Cat# FP205‐03) on a RT‐PCR Detection System (LI‐COR Biosciences). GAPDH served as the internal control for normalizing mRNA levels. All primer sequences are listed in Table S2 (Supporting Information).

### Ca^2+^ Measurement

Cells were incubated with 4 µm Fluo‐4‐AM at 37 °C for 40 min. Following incubation, the medium containing Fluo‐4‐AM was removed, and the cells were washed three times with DPBS, followed by a 10 min de‐esterification period. To evoke a calcium transient, 2,4,6‐trimethyl‐N‐(meta‐3‐trifluoromethylphenyl)benzenesulfonamide (m‐3M3FBS, 20 µm) was added to the medium. Fluo‐4 was excited at 488 nm, and emission was collected at 512–520 nm using a Zeiss LSM 880 with Airyscan microsystem. Images were captured at 2 s intervals and analyzed using ImageJ software (NIH, USA). The change in cytosolic calcium concentration was quantified using Δ*F*/*F*0, with data presented as mean ± s.e.m.

### Measurement of Whole‐Cellular NAD^+^/NADH

To measure whole cellular NAD/NADH levels, the Enhanced NAD^+^/NADH Assay Kit with WST‐8 (Beyotime, Cat#S0176S) was used and optimized for endothelial cells. Wild‐type and *Foxq1* ^−/−^ cells were cultured on collagen type I (Sigma, Cat#C3867‐1VL) coated 6 well plates as described above. For HAP1 knockdown or overexpression, cells were infected with *pSicoR‐U6 promoter‐*sh*HAP1* and *pCDH‐CMV promoter‐HAP1‐HA* lentivirus for 3 d. The cells were cultured to 80% confluency, and NAD/NADH levels were determined according to the manufacturer's instructions. Cells were lysed with 200 µL of ice‐cold lysis buffer and centrifuged at 12000 *g* for 10 min at 4 °C. The supernatant was collected as the sample. To measure NADH levels, the lysate was diluted two‐fold, and 20 µL sample was added to a 96‐well plate, with five replications. To measure total NAD^+^/NADH, the lysed cell suspension was incubated at 60 °C for 30 min, then diluted twofold, and 20 µL sample was added to a 96‐well plate, with five replications. Subsequently, 90 µL of alcohol dehydrogenase was added and incubated at 37 °C for 10 mi. After that, 10 µL of color reagent was added and incubated at 37 °C for 30 min. The absorbance values were measured at 450 nm, and the levels were calculated using the generated standard curve. The levels of NAD^+^ were derived by subtracting the NADH level from the total NAD^+^/NADH level.

### Mitochondrial Complex I Activity Assay

The ratio of mitochondrial complex I activity was measured using a Mitochondrial Complex I Activity Assay kit (Bioss, Cat# AK205) according to the instructions of the manufacturer. Cells were homogenized in 1 mL extraction buffer on ice and centrifuged at 600 g for 10 min at 4 °C. The supernatant was further centrifuged at 11 000 *g* for 15 min to pellet mitochondria. The mitochondrial pellet was resuspended in 400 µL extraction buffer and sonicated for enzyme activity and protein quantification. For the activity assay, 10 µL of sample was mixed with 154 µL of AK205‐A, 20 µL of working solution, and 16 µL of AK205‐D in a UV 96‐well plate. Absorbance at 340 nm was recorded at 10 s (A1) and after a 2 min incubation at 37 °C (A2), and ΔA (A1–A2) was calculated to assess complex I activity.

### Western Blot

Sample tissues or cells were lysed in RIPA lysis buffer supplemented with 1% protease inhibitor cocktail and 1% PMSF. The lysates were sonicated 4–5 times for 10 s each, then centrifuged at 8000 rpm for 10 min. The supernatant was aspirated, and 4× loading buffer was added to the lysate, followed by boiling for 10 min. The samples were then loaded onto 10% or 12% SDS‐PAGE gels for electrophoresis. Following electrophoresis, proteins were transferred onto PVDF membranes. The membranes were blocked with 5% milk in PBST (PBS with 0.05% Tween‐20) for 1 h at room temperature. The membranes were then incubated with primary antibodies at 4 °C overnight. The next day, the membranes were washed three times with 0.05% PBST and incubated with secondary antibodies at room temperature for 1 h. Finally, the membranes were washed three times with 0.05% PBST. Protein bands were visualized and analyzed using the Odyssey imaging system (LI‐COR).

### Co‐Immunoprecipitation (Co‐IP)

For Co‐IP experiments, primary brain ECs were harvested 48 h post‐lentivirus infection. Cells were resuspended in 150 µL of IP lysis buffer and subjected to sonication 4–5 times for 10 s each, with cooling intervals on ice. A 20 µL aliquot of the lysate was reserved as the input sample and subsequently boiled. HA‐beads were added to the remainder of the lysate and incubated at 4 °C overnight. The following day, the supernatant was discarded, and the beads were retained for immunoprecipitation. These beads were washed with PBS, resuspended in 150 µL of RIPA buffer, and boiled for 10 min. The immunoprecipitated proteins were then analyzed via Western blotting to examine protein interactions.

### Statistical Analysis

Images were processed and analyzed using ImageJ software (NIH, USA). Statistical analyses were conducted using GraphPad Prism 8. All results were presented as mean ± SEM. Details regarding parameters and the number of repetitions were provided in the figure legends. Statistical comparisons between two groups were performed using an unpaired two‐tailed Student's *t*‐test. For multiple comparisons, data were analyzed using either one‐way or two‐way ANOVA. Significance levels were denoted as follows: * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001; NS indicates no significant difference.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

W.Z., Y.L., L.L., and S.Z. contributed equally to this work. W.Z. and Y.L. conceived the project; W.Z., Y.L., L.L., and J.L. performed the experiments; W.Z. and S.Z. analyzed the high‐throughput sequencing data; C.W. and E.H. performed BCAS experiments; J.J. and J.Z. supervised the project; J.J., J.Z., and W.Z. acquired the funding support. W.Z. and Y.L. wrote this manuscript with input from all authors.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: FOXQ1 Regulates Brain Endothelial Mitochondrial Function by Orchestrating Calcium Signaling and Cristae Morphology
**Source:** Adv Sci (Weinh). 2025 Aug 30;12(42):e03082. doi: 10.1002/advs.202503082
**Supplement:** Supplementary file 1 — Supporting Information

**Supplementary Information**

**FOXQ1 Regulates Brain Endothelial Mitochondrial Function by Orchestrating Calcium Signaling and Cristae Morphology**

Wenzheng Zou et al.

This file includes:

Supplementary Figure 1-6

Supplementary Table 1-2

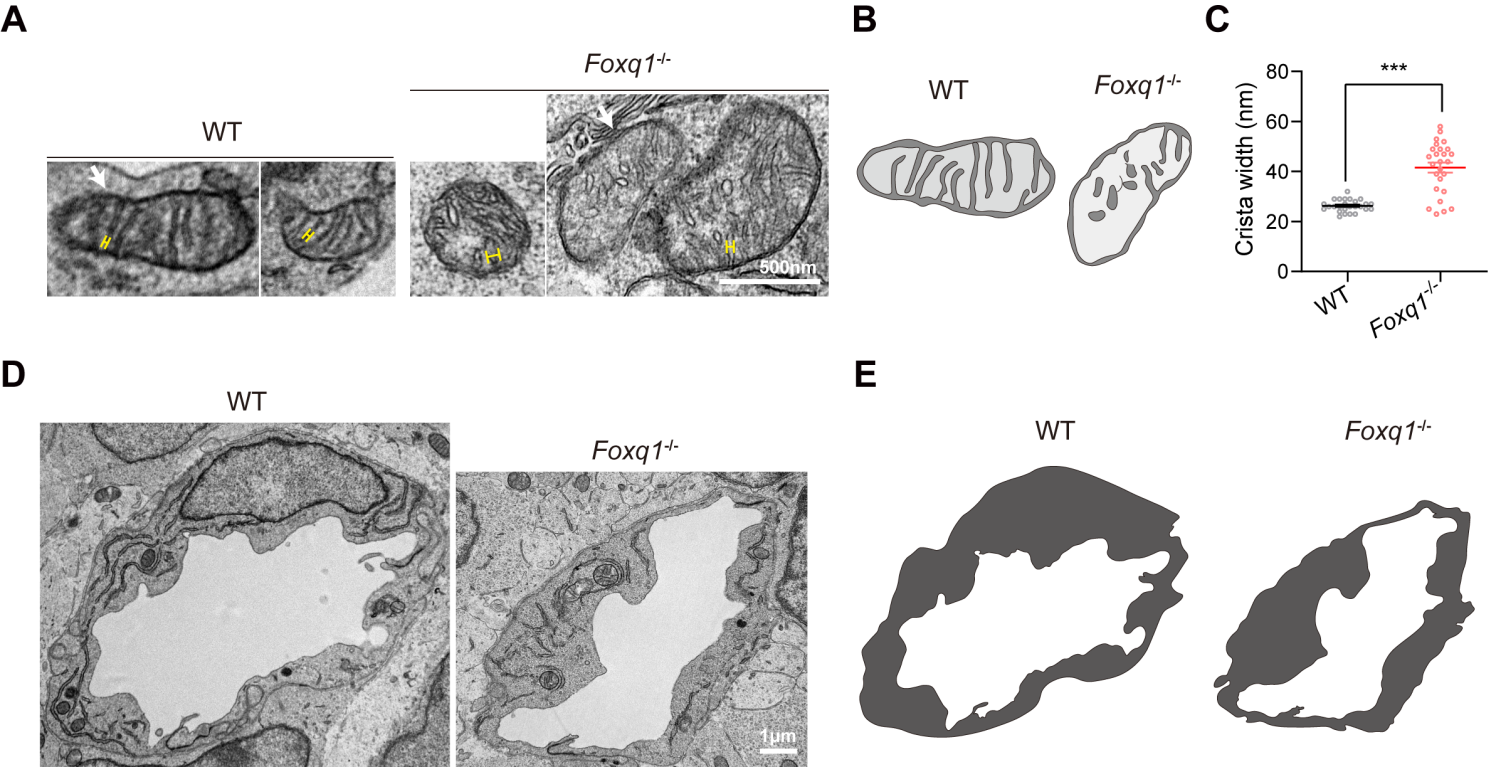

**Supplementary Figure 1.** Mitochondrial defect severity correlates with ultrastructural abnormalities in FOXQ1-deficient brain ECs. A,B) Additional TEM images and schematic diagram of mitochondria in the E17 wild-type and *Foxq1* cKO brain blood vessel. Note the increased crista width in *Foxq1* cKO brain blood vessel. Scale bar, 500 nm. C) Quantification of mitochondrial crista width (*n* = 26 crista per group from two independent experiments). D,E) Additional TEM images and schematic diagram of the E17 wild-type and *Foxq1* cKO brain blood vessels. Scale bar, 1 µm. Data are shown as mean ± s.e.m. ****P* < 0.001. Two-tailed unpaired student’s *t*-test.

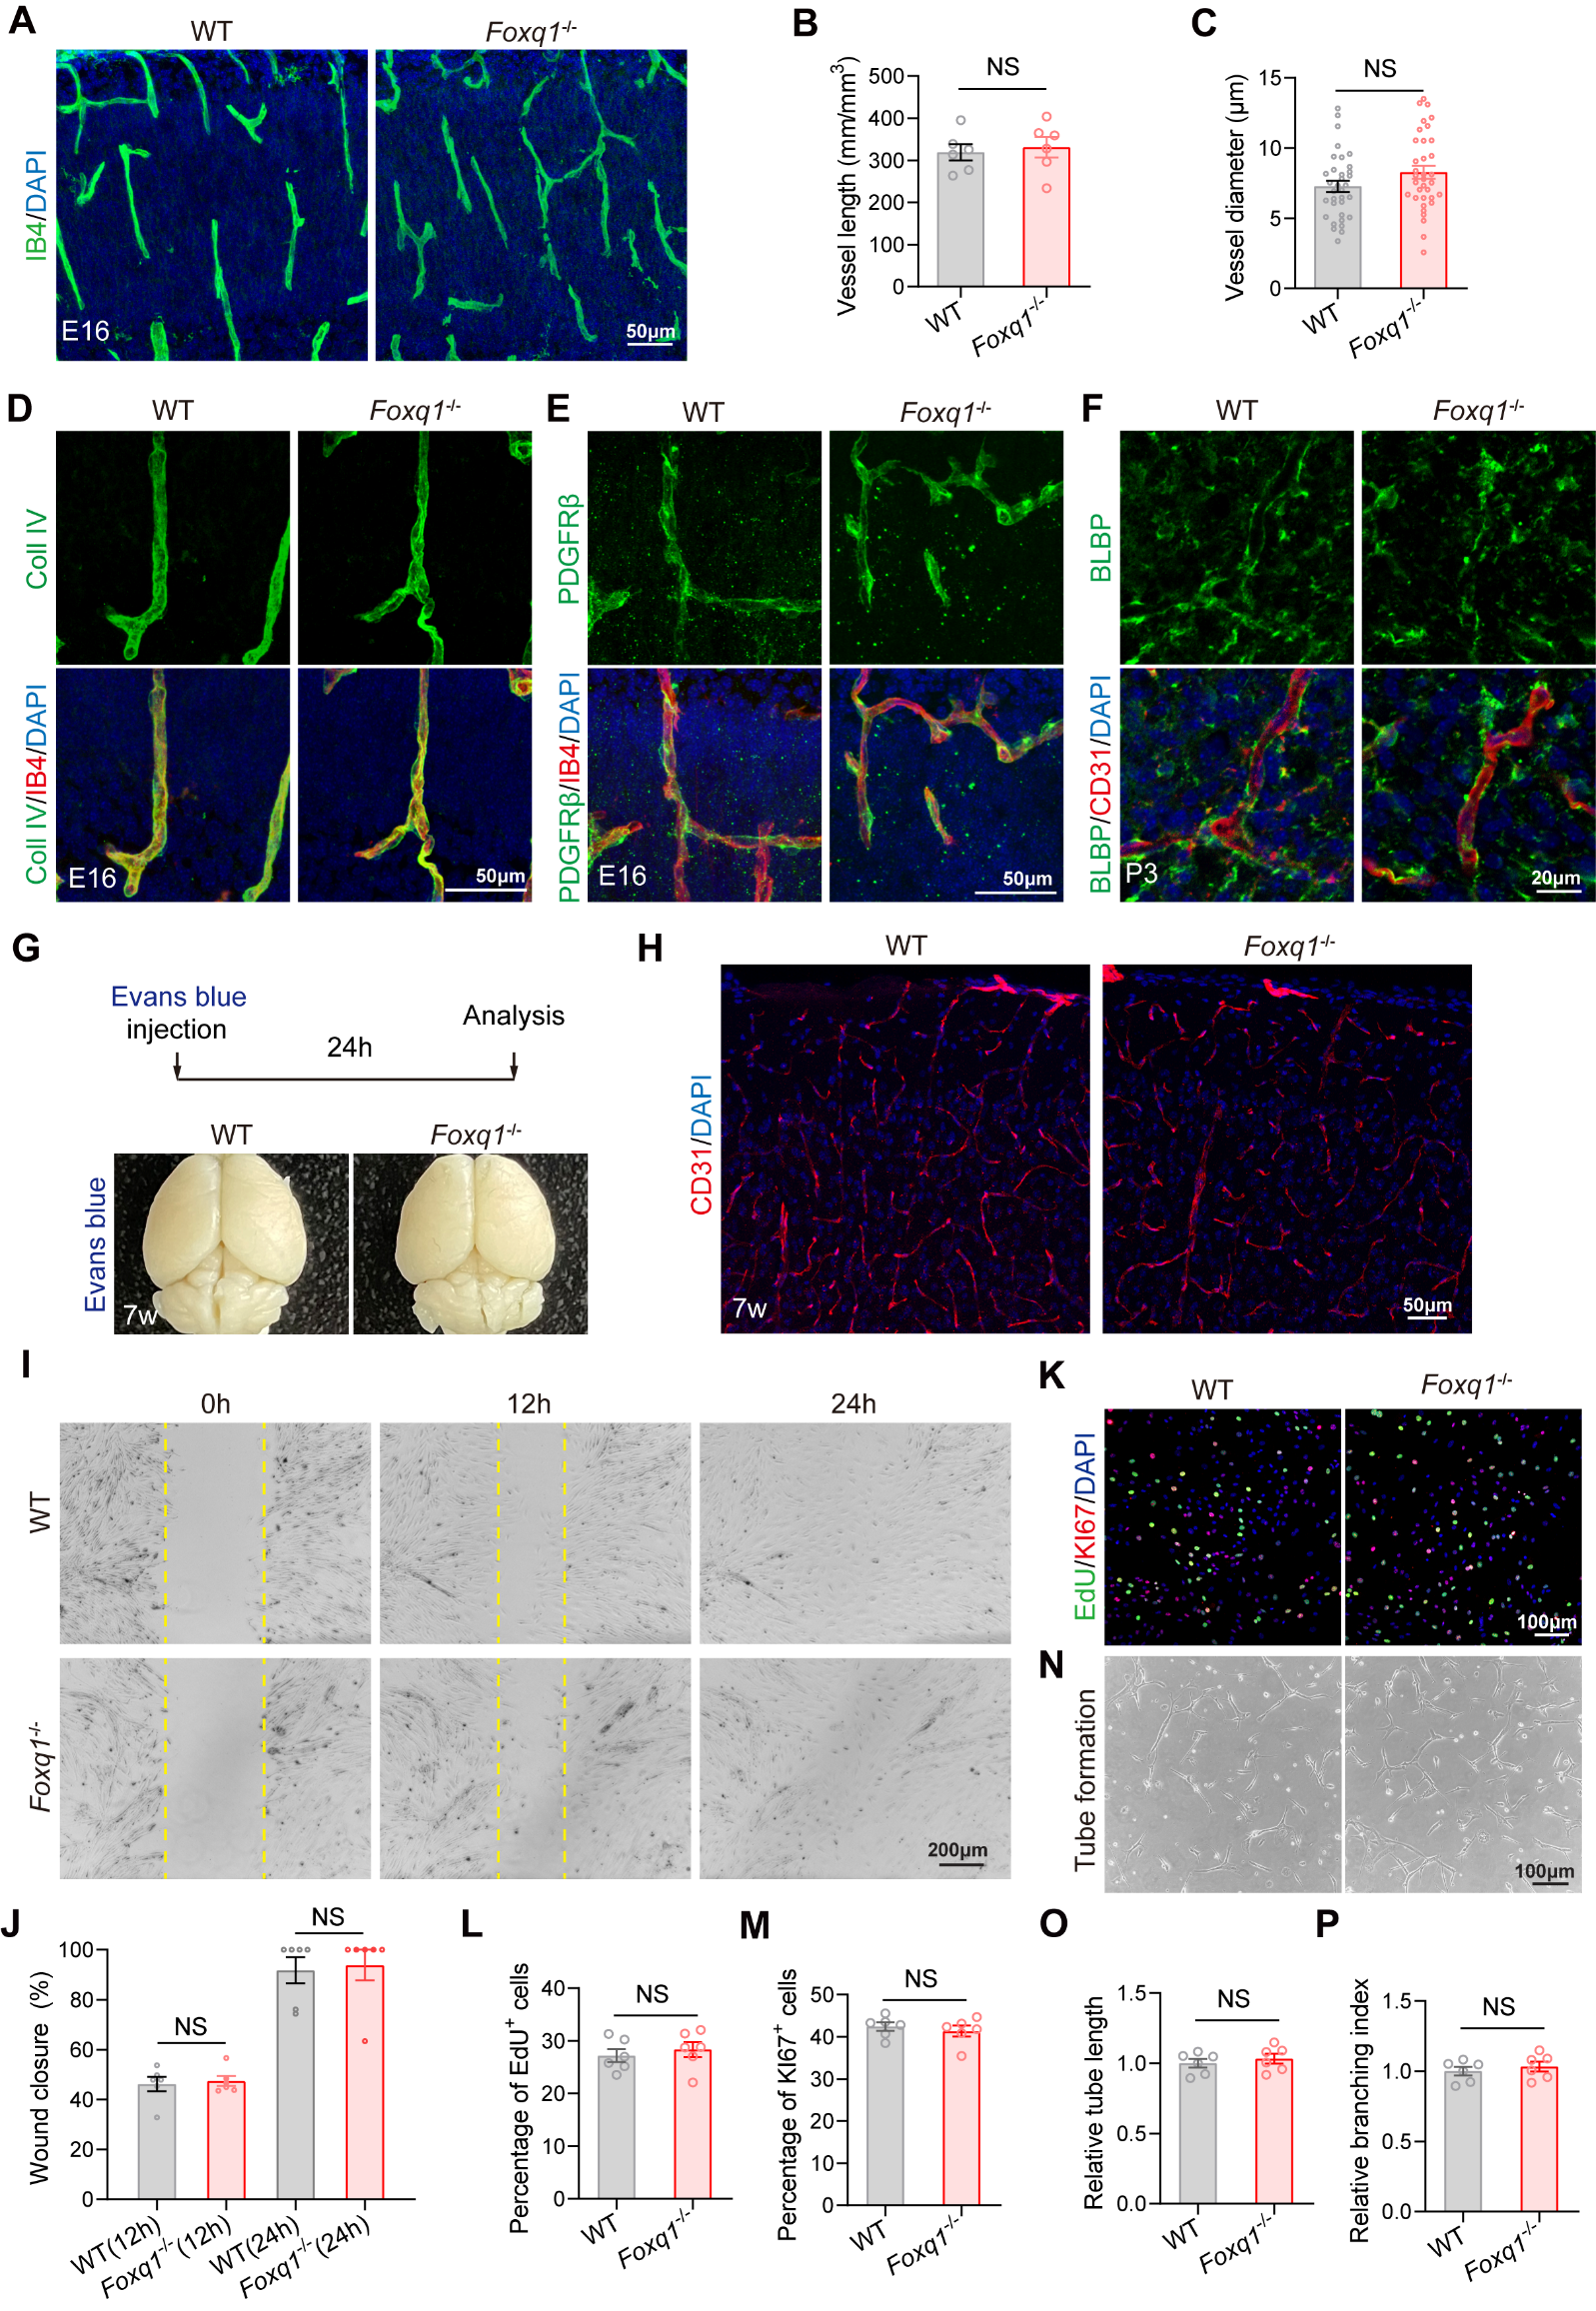

**Supplementary Figure 2.** FOXQ1 deletion preserves vascular development, blood-brain barrier integrity, and angiogenic functions. A) Representative images of E16 cortical sections from wild-type and *Foxq1* cKO mice staining with IB4 (green) and DAPI (blue). Scale bar, 50 µm. B) Quantification of the vessel length in wild-type and *Foxq1* cKO mice (*n* = 6 brains per group). C) Quantification of the vessel diameter in wild-type and *Foxq1* cKO cortical sections (*n* = 34 vessels in wild-type and 35 vessels in cKO). D) Immunofluorescence images of E16 wild type and *Foxq1* cKO cortex staining with IB4 (red), Collagen IV (green), and DAPI (blue). Scale bar, 50 µm. E) Immunofluorescence images of E16 wild type and *Foxq1* cKO cortex staining with IB4 (red), PDGFRß (pericyte maker) (green), and DAPI (blue). Scale bar, 50 µm. F) Immunofluorescence images of P3 wild type and *Foxq1* cKO cortex staining with BLBP (green), CD31 (red), and DAPI (blue). Scale bar, 20 µm. G) Representative whole-mount brain images of 7-week-old wild type and *Foxq1* cKO mice 24 hours post intraperitoneal injection of Evans blue dye. H) Immunofluorescence images of 7-week-old wild type and *Foxq1*^-/-^ cortex staining with CD31 (red) and DAPI (blue). Scale bar, 50 µm. I) Representative images from scratch wound assays measuring horizontal migration of wild-type and *Foxq1* cKO primary brain ECs. Scale bar, 200 μm. J) Quantification of wound closure rates at 12 and 24 hours (*n* = 6 replicates per group). K) Representative immunofluorescence images of wild-type and *Foxq1* cKO primary brain ECs following 4-hour EdU pulse labeling. Cells were stained for EdU (green), Ki67 (red), and nuclei with DAPI (blue). Scale bar, 100 μm. L,M) Quantification of EdU-positive and Ki67-positive cell percentages (*n* = 6 replicates per group). N) Representative images from tube formation assays using wild-type and *Foxq1* cKO primary brain ECs cultured on Matrigel for 12 hours. Scale bar, 100 μm. O,P) Quantification of relative tube length and branching points calculated using ImageJ software (*n* = 6 replicates per group). Data are shown as mean ± s.e.m for (B, C, J, L, O, and P). NS, no significant difference. Two-tailed unpaired student’s *t*-test.

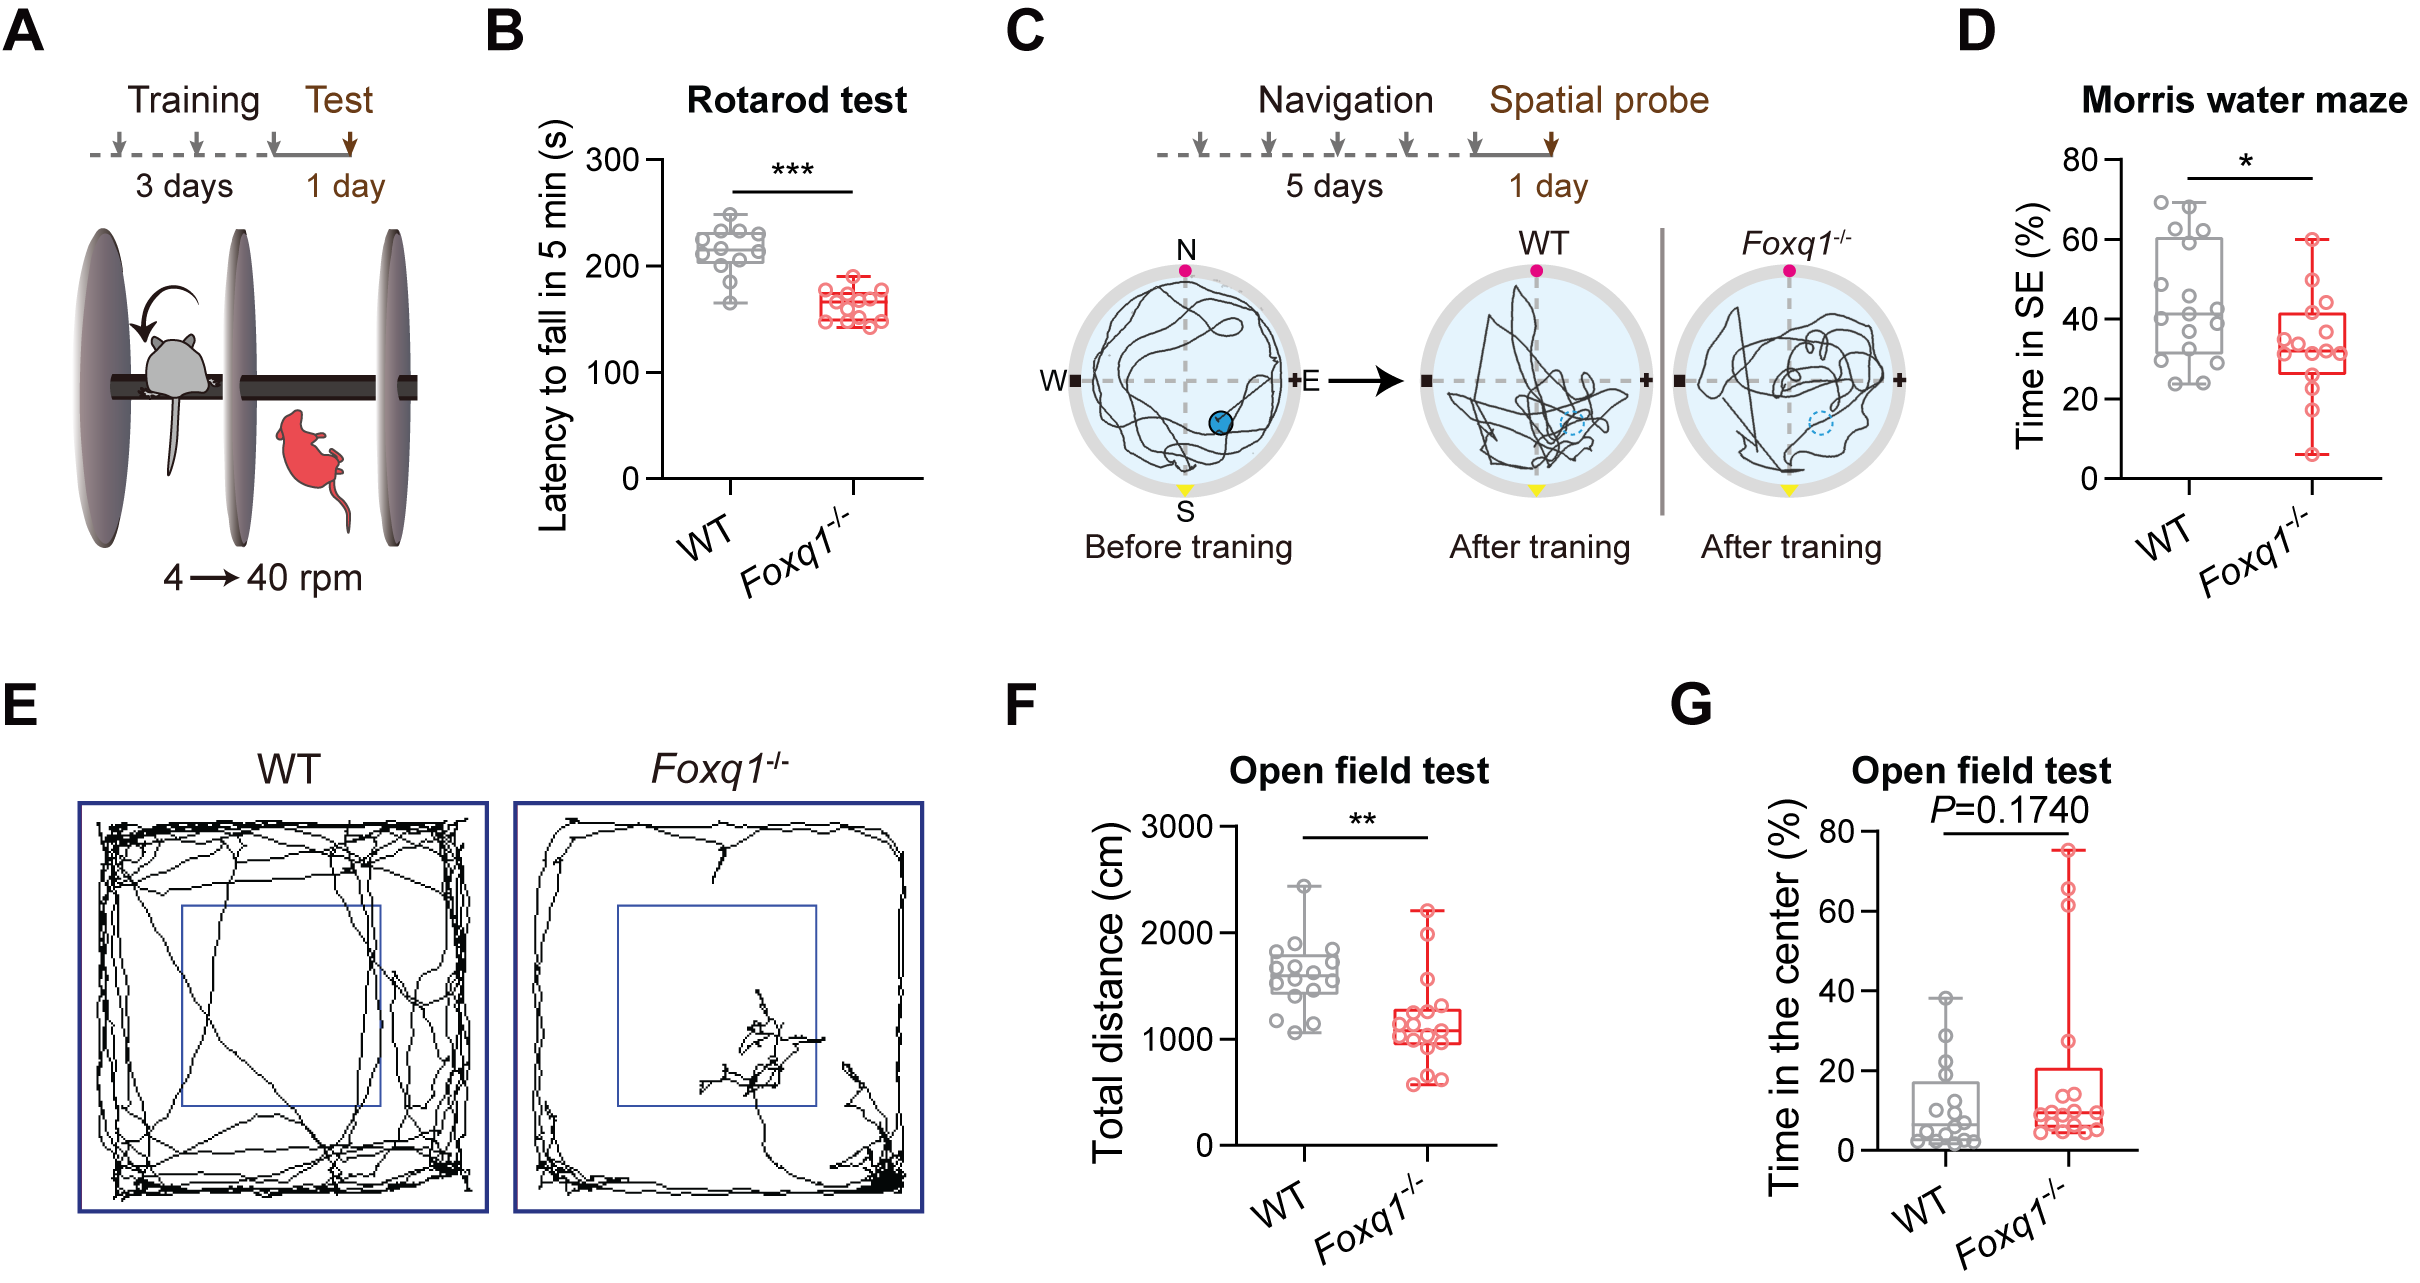

**Supplementary Figure 3.** *Foxq1* cKO mice displayed motor coordination deficits, impaired spatial memory, and altered exploratory behavior. A) Schematic for Rotarod test procedure. Wild-type and *Foxq1* cKO mice (12 and 13, respectively) underwent a 3-day training period with progressively increasing rod speeds. In the test session, mice were placed on a rotating rod accelerating from 4 to 40 rpm over 5 minutes to assess motor coordination and balance. B) Latency to fall in accelerating rotarod. The mean latency from three trials per mouse was used for analysis. C) Schematic for the Morris water maze procedure and representative swimming trajectories. Mice underwent 5 consecutive days of platform training, with four trials per day. During the probe trial, the platform was removed, and mice were allowed to swim freely for 60 seconds. D) Time spent in the target quadrant where the hidden platform was located, analyzed from 17 wild-type and 15 *Foxq1* cKO mice. E) Representative movement trajectories in the Open field test. Mice were placed in the center of a 50 cm × 50 cm arena and allowed to explore freely for 5 minutes. F,G) Total distance traveled and the time spent in the center zone (25 cm × 25 cm) during the 5-minute test were recorded for 16 wild-type and 17 *Foxq1* cKO mice.

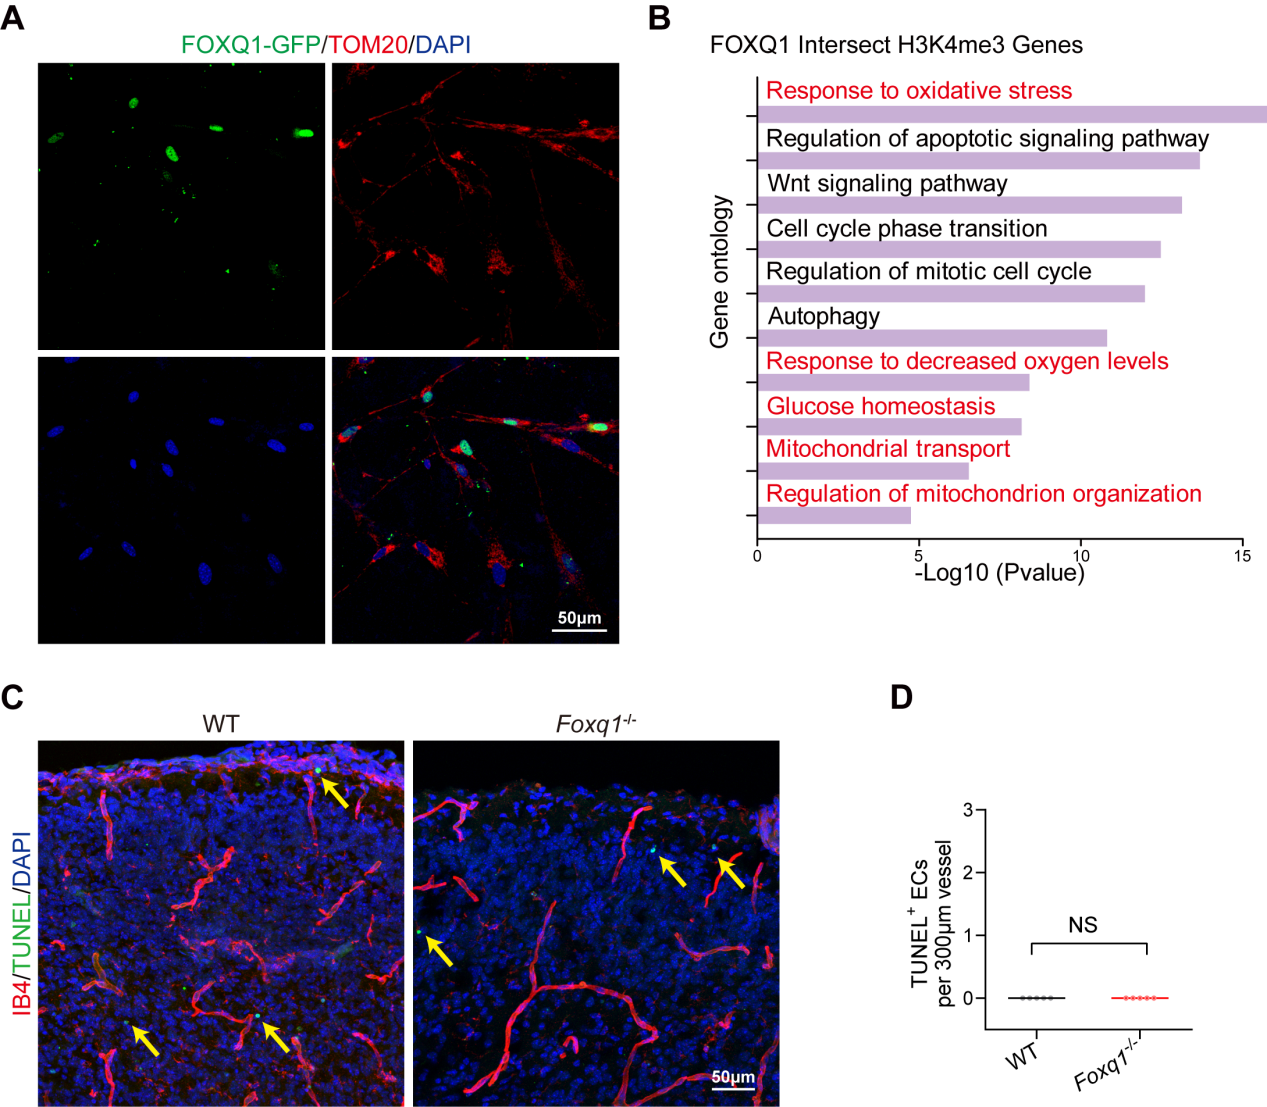

**Supplementary Figure 4.** FOXQ1 is localized in the nucleus and regulates the expression of mitochondria-associated genes in brain endothelial cells. A) Immunofluorescence images of primary ECs infected with the FOXQ1-GFP (green) lentivirus and stained with TOM20 (red) and DAPI (blue). Scale bar, 50 µm. B) Gene ontology (GO) enrichment analysis of the overlap of target genes between FOXQ1 and H3K4me3. Related to Figure 4C. C) Representative images of E16 wild type and *Foxq1* cKO cortex stained with IB4 (red), TUNEL (green), indicating apoptosis, and with DAPI (blue). Scale bar, 50 µm. D) Quantification of TUNEL-positive ECs per 300 µm of vessel length (*n* = 5 replicates from 2 brains). Data are shown as mean ± s.e.m. NS indicates not significant. Two-tailed unpaired Students’ *t*-test.

**
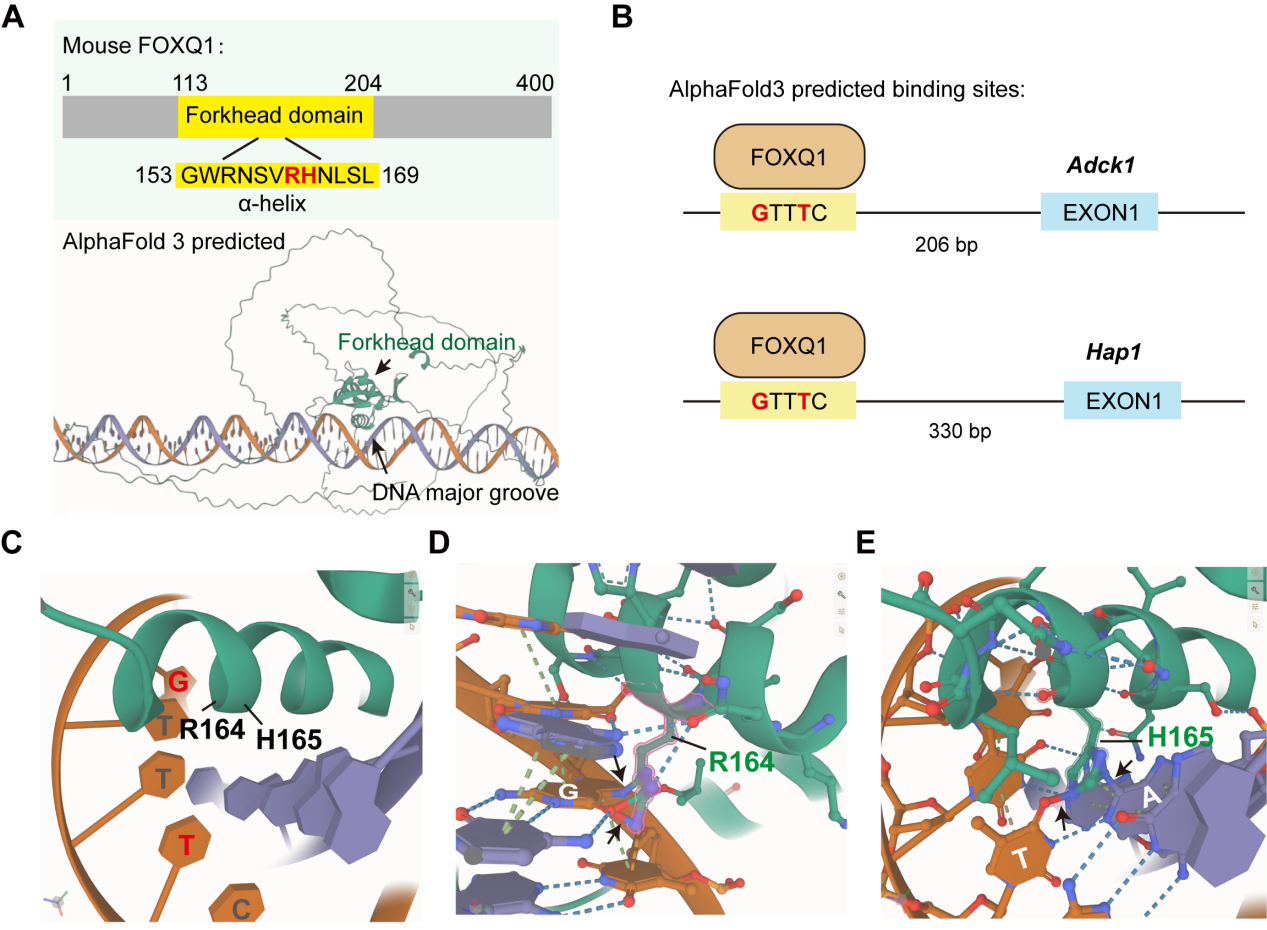
**

**Supplementary Figure 5.** Structural mechanism of FOXQ1 binding to DNA. A) (Top) Schematic of the domain organization of full-length mouse FOXQ1. (Bottom) The joint structure between FOXQ1 and DNA predicted by AlphaFold 3.^[22]^ The residues 153-169 of FOXQ1 form an α-helix structure that can insert into the major groove of DNA. Arginine (164) and histidine (165) residues are highlighted in red. B) Predicted binding sites of FOXQ1 at the mouse gene loci of *Adck1* and *Hap1*. The guanine highlighted in red can interact with arginine (164) residue, while the thymine highlighted in red can interact with the histidine (165) residue. C) Magnified view of the interaction between the α-helix and DNA major groove. D) Magnified view of the interaction between the guanidine group of arginine (164) and guanine. Red arrows indicate the new hydrogen bonds formed. E) Magnified view of the interaction between the imidazole group of histidine (165) and the A•T base pair. Red arrows indicate the new hydrogen bonds formed after the imidazole group inserts into the A•T base pair.

**
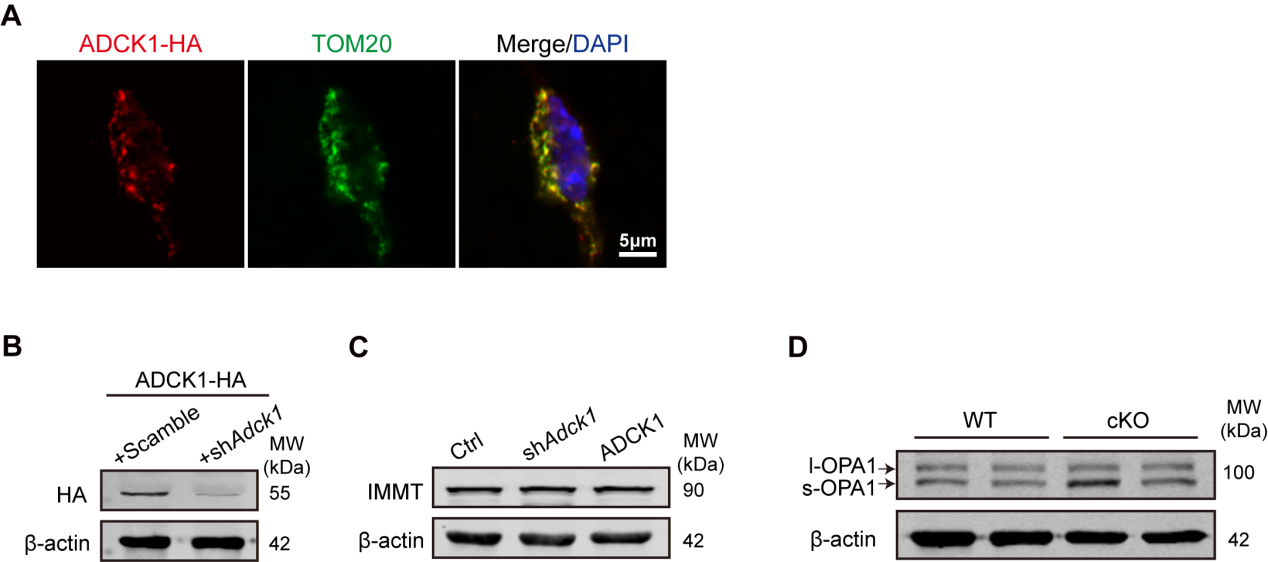

Supplementary Figure 6.** Cleavage of L-OPA1 in brain ECs following FOXQ1 deletion. A) Immunofluorescence images of primary brain ECs infected with *ADCK1-HA* (red) lentivirus, and stained with TOM20 (green) and DAPI (blue). Scale bar, 5 µm. B) Western blot analysis showing levels of HA-tagged ADCK1 in HEK293T cells transfected with either *Scramble shRNA* or *Adck1-shRNA1* to confirm knockdown efficiency. C) Immunoblot images for the expression of IMMT in primary brain ECs infected with either empty vector, *Adck1*-*shRNA*, or *ADCK1-HA* lentivirus. D) Immunoblotting images for the expression of OPA1 in primary brain ECs from both wild type and *Foxq1* cKO mice.

**Supplementary Table 1.** Gene Set Variation Analysis

| **Geneset** | **Brain** | **Liver** | **Lung** | **Kidney** | **Colon** |
| --- | --- | --- | --- | --- | --- |
| REACTOME_RECYCLING OF BILE ACIDS AND SALTS | 0.647 | -0.016 | 0.007 | 0.153 | -0.071 |
| REACTOME_AMINO ACID TRANSPORT ACROSS THE PLASMA MEMBRANE | 0.622 | -0.009 | -0.017 | -0.022 | 0.011 |
| GO_REGULATION OF CHOLESTEROL TRANSPORT | 0.470 | 0.052 | 0.065 | -0.026 | 0.133 |
| GO_OXYGEN TRANSPORT | 0.454 | 0.095 | 0.137 | 0.247 | 0.062 |
| GO_ORGANIC ACID TRANSMEMBRANE TRANSPORTER ACTIVITY | 0.444 | -0.140 | -0.174 | -0.234 | -0.097 |
| GO_POSITIVE REGULATION OF GLUCOSE METABOLIC PROCESS | 0.187 | 0.007 | -0.041 | 0.047 | -0.055 |
| MOOTHA_MITOCHONDRIA | 0.139 | 0.038 | -0.205 | -0.198 | -0.167 |
| REACTOME_TCA CYCLE AND RESPIRATORY ELECTRON TRANSPORT | 0.218 | -0.175 | -0.262 | -0.205 | -0.192 |
| GO_REGULATION OF COENZYME METABOLIC PROCESS | 0.078 | -0.160 | -0.248 | -0.108 | -0.167 |
| GO_POSITIVE REGULATION OF ATP METABOLIC PROCESS | 0.239 | 0.010 | -0.046 | 0.111 | -0.061 |
| GROSS_HYPOXIA VIA HIF1A DN | 0.196 | -0.295 | -0.059 | -0.439 | -0.078 |
| PID_HIF1 TFPATHWAY | 0.299 | -0.220 | -0.070 | -0.333 | -0.076 |
| WINTER_HYPOXIA UP | 0.254 | -0.180 | 0.147 | -0.040 | -0.077 |
| GO_REACTIVE OXYGEN SPECIES METABOLIC PROCESS | 0.170 | -0.012 | 0.003 | 0.030 | 0.011 |
| CHUANG_OXIDATIVE STRESS RESPONSE UP | 0.275 | 0.138 | 0.038 | -0.253 | -0.131 |
| GO_POSITIVE REGULATION OF OXIDOREDUCTASE ACTIVITY | 0.213 | 0.079 | -0.237 | -0.159 | -0.178 |
| WHITFIELD_CELL CYCLE M G1 | 0.159 | -0.076 | -0.079 | -0.100 | 0.012 |
| KAUFFMANN_DNA REPAIR GENES | 0.198 | -0.030 | 0.048 | -0.038 | -0.027 |
| REACTOME_METABOLISM OF RNA | 0.305 | 0.038 | -0.073 | -0.188 | -0.032 |
| BIOCARTA_NFKB PATHWAY | 0.358 | 0.115 | 0.195 | 0.071 | 0.082 |
| VILIMAS_NOTCH1 TARGETS DN | 0.288 | -0.122 | -0.081 | -0.109 | -0.140 |
| KARLSSON_TGFB1 TARGETS UP | 0.141 | -0.023 | -0.174 | -0.274 | -0.090 |
| KEGG_INOSITOL PHOSPHATE METABOLISM | 0.170 | -0.339 | -0.244 | -0.061 | -0.020 |
| GO_REGULATION OF NITRIC OXIDE SYNTHASE ACTIVITY | 0.097 | -0.013 | -0.038 | -0.085 | 0.058 |
| PID_ENDOTHELIN PATHWAY | 0.237 | -0.049 | 0.205 | -0.081 | 0.034 |
| REACTOME_CELL SURFACE INTERACTIONS AT THE VASCULAR WALL | 0.243 | -0.103 | 0.099 | -0.121 | 0.176 |

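This table gives the primers used for PCR and for quantitative PCR, in which the amount of product made from cDNA measures a transcript. Matched to the annotated mouse transcripts of GRCm38, the *Adck1* primers enclose 217 bp from exon 2 to exon 3, the *Oma1* primers 211 bp from exon 7 to exon 9, and the *Bnip3* primers 196 bp that end in exon 5, with the forward primer across the junction of exons 3 and 4. The *Bnip3* primers also match the processed pseudogene *Gm16439* on chromosome 14 (44596914 to 44597109) without a mismatch, over the same length. The *Hap1* primers enclose 213 bp within exon 11 of the transcript *Hap1*-201, at 100349184 to 100349396 of chromosome 11, so their product spans no intron.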

**Supplementary Table 2.** Primers for PCR and qRT-PCR.

| HAP1-F | ATGCGCCCGAAAGAGCAG |
| --- | --- |
| HAP1-R | ATATGGTTGATGATCGAAAGCTTGT |
| IP3R1-F | ACCTTTGAAGAGCACATCAAGG |
| IP3R1-R | GGCCGGCTGCTGTGG |
| ADCK1-F | ATGGCCAGAAAGGCTCTCAAG |
| ADCK1-R | CATTCTGTGTGGAGCCCGA |
| OPA1-F | ATGTGGCGAGCAGGTCGG |
| OPA1-R | CTTCTCCTGGTGAAGAGCTTCAAT |
| FOXQ1-F | AAATTGGAGGTGTTCGTCCC |
| FOXQ1-R | TCAAGCTAGCAGAGTCTCCACC |
| HAP1-RT-F | GAGGTGGACGAGACCACAAG |
| HAP1-RT-R | TGATCGAAAGCTTGTCCCACT |
| BNIP3-RT-F | AACAGCACTCTGTCTGAGGAAG |
| BNIP3-RT-R | TTCCCCCTTTCTTCATAACGCT |
| OMA1-RT-F | GCCGAAGCTGACAAAGTTGG |
| OMA1-RT-R | AGACCTCCCGGAGTTTGAGA |
| ADCK1-RT-F | TGGCCAGAAAGGCTCTCAAG |
| ADCK1-RT-R | TGGGATCGACGCTGCAAATA |

How the deposited data were processed for this re-analysis (not part of the article)

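RNA-seq was analysed for 2 wild-type and 2 *Foxq1* cKO samples of CD31-sorted brain ECs from the cerebral cortex at embryonic day 18. Group and replicate number were taken from the sample labels and the paper. The replicate numbers 1 and 2 are shared between the groups in the labels, and this is the only source of a pairing of samples.

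The authors deposited 1 table of normalized values for all 4 samples, a signal per gene rather than whole counts. The text of the paper and its supplement do not name the aligner, the counting tool, the annotation or the genome build used for these data. No test is named for these data in particular. For comparisons of 2 groups in general, the statistics section names an unpaired two-tailed Student's t-test. The methods name mm10, which is GRCm38, for the CUT&Tag data only. The deposited signal was found to be read counts divided by a size factor per sample: every value was a whole multiple of 1 step per sample, and the size factors recomputed from the recovered reads by the median of ratios equalled the inverse of these steps. The table holds 1207361 lines because each gene is repeated with identical values, and these were reduced to 12693 gene symbols. Of these symbols, 8 had 2 identifiers with identical values and were counted once. The identifiers were matched to a GRCm38 annotation, which held 12685 of the 12701 identifiers. No listed gene had fewer than 1 read in any sample or fewer than 21 reads in total, so complete losses of expression could not be measured.

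Depth was 21466436, 17901203, 15827166 and 16963866 reads on listed genes in wild-type 1, wild-type 2, *Foxq1* cKO 1 and *Foxq1* cKO 2, with a median of 477 reads per gene and sample. The 10 genes with the most reads held between 7.33% and 7.96% of the reads in each sample. Amplified libraries without molecular identifiers do not give independent molecules, so low read counts carry more error than counting alone. The median standard error of a log2 fold change was 0.496.

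The design written before the data were examined assumed normalized values or counts. Because the deposited unit is a normalized signal, the main test was limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3 on log2 of the value plus a pseudocount of 1, for 12472 genes with a mean of at least 10 over the 4 samples, with Benjamini-Hochberg adjustment. An unadjusted p of 0.05, the line drawn in Fig. 4D, was reported beside it. DESeq2 1.42.0 and edgeR 4.0.16 (quasi-likelihood test with TMM) were run on the recovered reads as alternatives. Gene lists written before the data were examined were tested with limma's camera at an inter-gene correlation of 0.01, with adjustment over 9 lists, and the median of each list was compared with 10000 random lists of the same size matched on mean expression in 20 bins.

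The other alternatives, also fixed before the data were examined, were pseudocounts of 0.1 and 5, no filter on low values and a minimum mean of 50, quantile normalization, TMM scaling, eBayes without a trend, a test of each gene without moderation, the replicate number as a block, camera with the correlation estimated from the data, and each sample left out in turn. The genes named were fixed by rule at the same time: *Foxq1*, genes the paper names, genes of the lists with an unadjusted p under 0.05 where none passed adjustment, and the 5 largest changes in each direction among genes with an unadjusted p under 0.05, a mean of at least 50 and no overlap between the groups.

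The tests were first tested on simulated counts with the means and depth of the real samples and the dispersion trend that edgeR estimated from them. Genes of like abundance thus shared the same dispersion, counts below 1 were set to 1, and each setting was a single draw. Differences in variability between genes of like abundance were not simulated, so these numbers may not carry over to the real samples. With 200 genes changed by 2 on the log2 scale, limma recovered 37.9% of the 198 changed genes it tested at an adjusted p under 0.05 and called 2 unchanged genes, DESeq2 recovered 56% and called 42 unchanged genes, and edgeR recovered 40.5% and called 6. With no gene changed, limma called 1 gene, DESeq2 18 and edgeR 0 at an adjusted p under 0.05, and limma called 625 at an unadjusted p under 0.05.

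Guide, shRNA and primer sequences printed in the paper were searched for perfect matches in the annotated transcripts. No genome sequence outside transcripts was searched. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and figures. The CUT&Tag, quantitative PCR and imaging data were not analysed here, and the Metascape enrichment was not repeated.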

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

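The tests of explanations in this part were chosen after the result was seen. Among genes that the paper does not discuss, the 5 largest rises in *Foxq1* cKO samples started from wild-type values between 1 and 177 reads. The log2 fold changes were 5.71 for *Tmc5*, 5.22 for *Piga*, 5.22 for *Sgpp2*, 5.21 for *Col15a1* and 5.00 for *Zfp248*, each with an adjusted p of 0.857 in limma. *Tmc5* had 1 and 1 reads in the wild-type samples and 92 and 97 in the *Foxq1* cKO samples. *Zfp248* had 1 and 62 reads against 404 and 262, so its wild-type samples differed from each other by more than its group means did on the log2 scale. *Piga* had 3 and 18 reads in the wild-type samples, *Sgpp2* 14 and 177, and *Col15a1* 47 and 12. The size of these changes is uncertain, since each rests on 2 samples per group.

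Loss of transcripts in single low-input samples was tested as a technical explanation. If it made such genes, groupings of the 4 samples that mix the genotypes would give as many. The true grouping gave 11 genes in which both samples of one side were at least 16-fold above both of the other, and the mixed groupings gave 14 and 15, so all 3 of the 3 splits reached the true count. Of the 5 rises, *Tmc5* and *Col15a1* meet that 16-fold criterion and the other 3 do not. Loss of transcripts in single low-input samples may therefore account for the number of such genes, and the test does not say which genes it made. A difference in depth or scale between samples was examined through quantile normalization and TMM scaling, under which 5 of the 5 genes stayed higher. That count could not have come out otherwise, since a scale factor between samples as large as the rises was not found: the largest ratio between the size factors was 1.29, and the smallest fold between the groups among the 5 genes was 4.31, for *Zfp248*. For *Tmc5* and *Col15a1*, a biological rise after loss of *Foxq1* cannot be told apart from loss of transcripts in single low-input samples. The test did not count the other 3 genes, so the question stays open for them.

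*Col15a1* had the smallest p of the 5 in both count tests, with an adjusted p of 3.33e-11 in DESeq2 on the recovered reads. The adjusted p in DESeq2 was 2.37e-05 for *Sgpp2*, 9.36e-04 for *Piga*, 0.0308 for *Tmc5* and 0.277 for *Zfp248*. In edgeR's quasi-likelihood test each of the 5 had an adjusted p of 0.940. All 5 genes stayed higher under the 11 alternatives that kept the 4 samples.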

How the results depend on the processing

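The number of genes at an unadjusted p under 0.05 stayed between 592 and 824 over 11 alternatives, against 651. The number at an adjusted p under 0.05 was 0 in limma and in the alternatives other than DESeq2 on the recovered reads, which gave 59. All 59 also had an unadjusted p under 0.05 in limma. In DESeq2, the 2 splits of the real samples that mix the genotypes gave 37 and 21 genes at an adjusted p under 0.05 against 59 for the true one. The cause was not tested, and on simulated counts with no changed gene DESeq2 called 18 genes where limma called 1.

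Without moderation of each gene's test, *Foxq1* (log2 fold change -4.47, unadjusted p 0.0649) and *Adck1* (-1.25) no longer passed an unadjusted p of 0.05. With eBayes without a trend, *Hap1* (-1.53, unadjusted p 0.0363) passed it. *Oma1* and *Bnip3* passed it in all 11 alternatives, and *Foxq1* and *Adck1* in 10. Under quantile normalization the log2 fold change of *Tcf7* was 0.014 and that of *Tek* 0.084, both opposite in sign to the values as deposited and both near 0. The causes were not tested. Over the 37 named genes other than *Foxq1*, *Adck1*, *Oma1*, *Bnip3* and *Hap1* and the 11 alternatives that kept all 4 samples, 44 results became weaker, 1 became stronger (*Htt* in DESeq2), 2 reversed (*Tcf7* and *Tek*, above) and 360 kept their direction and their side of the threshold. With a sample left out, 5 of these genes changed sign in at least 1 fit: *Foxc1* (from -0.29 to 0.43), *Opa1* (from -0.90 to 0.17), *Ppard* (from -0.44 to 0.55), *Tcf7* (from -0.08 to 0.04) and *Tek* (from -0.24 to 0.15).

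With the inter-gene correlation estimated from the data, camera no longer gave an adjusted p under 0.05 for nuclear-encoded OXPHOS genes (median log2 fold change 0.25, adjusted p 0.773), glycolysis genes (-0.27, adjusted p 0.773) or blood-brain barrier genes (-0.11, adjusted p 0.812). The medians do not change in that setting, and the calls rest on the assumed correlation of 0.01. Under quantile normalization the medians of 3 lists changed sign: calcium transfer genes to 0.00123, barrier genes to 0.00549 and endothelial Wnt genes to 0.038. The cause was not tested.

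With each sample left out in turn, which leaves 1 sample in a group and allows no test, the median log2 fold change ranged from 0.16 to 0.31 for nuclear-encoded OXPHOS genes, from -0.092 to 0.066 for cristae genes, from -0.193 to -0.065 for fusion and fission genes, from -0.0075 to 0.106 for calcium transfer genes and from -0.11 to 0.12 for mitophagy genes. For glycolysis genes the median ranged from -0.39 to -0.15, and for blood-brain barrier genes from -0.14 to -0.042. It ranged from -0.12 to 0.055 for endothelial Wnt genes and from -0.068 to 0.0011 for OXPHOS genes encoded in mitochondria. Counts of genes past a threshold have no value in these fits. The alternative that treats single cells as replicates was not run, since the table holds no single cells.

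With the replicate number as a block, 693 genes had an unadjusted p under 0.05 (300.0 higher and 393 lower), 0 had an adjusted p under 0.05, and the unadjusted p-values were 0.00514 for *Foxq1*, 0.0301 for *Adck1*, 0.0221 for *Oma1*, 0.00663 for *Bnip3* and 0.117 for *Hap1*. The adjusted camera p was 0.00936 for nuclear-encoded OXPHOS genes and 8.29e-06 for glycolysis genes. Same-numbered samples are different animals, and their deviations from the group means correlated at 0.0325 across 12472 genes, so no pairing by number was seen there. With 2 samples per group a pairing is not excluded. The split that puts same-numbered samples together gave 560 genes at an unadjusted p under 0.05 in limma, and the other mixed split gave 435.

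The depth limits what can be said of genes with few reads, such as *Foxq1* with 5 reads in *Foxq1* cKO 1. The wild-type samples differed by more than 2-fold in 27.9% of genes and the *Foxq1* cKO samples in 19.8%.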

Differences from the paper's values

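The −log10 of the p of *Bnip3* is about 3.6 in Fig. 4D, read by eye, which is the paper's value. It was 2.35 here with limma. Among the alternatives set before the data were examined, DESeq2 on the recovered reads gave 3.61, and none of the others reached the paper's value. DESeq2 also gave 2.504 for *Oma1* and 2.129 for *Adck1*, against about 2.5 and 2.1 in the figure, read by eye. It was the closest of the settings for both genes and for *Hap1*, whose values are given below. The difference for *Bnip3* thus goes with the test used here, and the paper does not state which test its figure shows. The log2 fold changes of *Bnip3*, *Oma1*, *Adck1* and *Hap1* differed from those read in Fig. 4D by no more than the spread between samples.

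The legend of Fig. 4D presents *Hap1* among differentially expressed genes. In that figure *Hap1* lies at about 1.3 on the −log10 scale, read by eye, which is the line of 0.05. Here its unadjusted p was 0.0838 with limma, 0.0631 with DESeq2 and 0.0728 with edgeR, or 1.08, 1.20 and 1.14 on that scale. Of the alternatives set before the data were examined, eBayes without a trend was the only one that brought it under 0.05, at 0.0363. The paper also reports lower *Hap1* by quantitative PCR in primary brain ECs, which was not analysed here.

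The paper's distance between *Foxq1* and *Foxf2* on mouse chromosome 13 is about 91 kb in Fig. 1D, and the gap in the GRCm38 annotation was 64.8 kb, or 69.7 kb from start to start. The text does not name the build behind the map.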

Other observations

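The gene lists and 4 of the explanations for a difference between the groups were fixed before the data were examined. The test of other groupings of the samples, the tests relative to endothelial markers and of dissociation stress, and the tests of the OXPHOS and glycolysis pattern were chosen after the results were seen.

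The numbers of genes past an unadjusted p of 0.05 were weighed against technical explanations. RNA from other cell types in the sorted samples was tested with marker lists. In 3 of 7 lists of other cell types the median separated the groups, for radial glia and astrocytes, microglia and oligodendrocyte precursors, all lower in *Foxq1* cKO, where chance separates 33.3%. The endothelial markers moved the same way, with a median log2 fold change of -0.16, less far than radial glia and astrocyte markers (-0.25) and microglia markers (-0.30) and further than oligodendrocyte precursor markers (-0.13). Of single markers, *Gfap* had a log2 fold change of -1.19 and *Csf1r* of -0.83. A change in the amount of other cells relative to endothelial cells was tested by taking each list relative to the endothelial median of the same sample. Then 2 of 7 lists separated the groups, erythroid markers higher and oligodendrocyte precursor markers lower, no more than chance gives. Stress of the cells during dissociation was tested with stress and immediate early genes, whose median of -0.22 separated the groups as such but not relative to the endothelial median. For the sex of the embryos, 0 of 5 sex-linked genes of the list fixed beforehand are in the table. Every listed gene has at least 1 read in each sample, so a gene without reads in any single sample would be missing. Absence of both the female and the male genes is what samples of different sex would give. Why these genes are missing is not shown, and which samples lacked them cannot be seen. One other gene annotated on the Y chromosome is listed, *Gm47283*, chosen after its values were seen, with 103 and 252 normalized counts in wild-type and 96.9 and 81.4 in *Foxq1* cKO samples. Whether its reads come from the Y chromosome alone was not tested, so it does not settle the sex of the samples. For a difference in depth or scale between samples, the count was 646 under quantile normalization and 654 under TMM scaling against 651. TMM scaling moved the log2 fold change of a gene by a median of 0.00124 and quantile normalization by 0.0467, and a count near the chance level would stay there under either, so these counts do not exclude such a difference. Log2 fold changes correlated across genes with exonic length at a rho of -0.0156 and with GC content at -0.0782, and genes are not independent replicates. Of the 2 splits of the samples that part both same-numbered pairs, 1 gave as many genes with an unadjusted p under 0.05, the true one (651 against 435). The split that puts same-numbered samples together gave 560. With so few splits, the difference between the groups cannot be told apart from chance, from the sex of the embryos, from stress during dissociation, from RNA of other cells or from a difference in depth or scale.

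A hypothesis from the gene lists is that nuclear-encoded OXPHOS genes rise and glycolysis genes fall after loss of *Foxq1*. For function the paper reports the opposite direction in primary *Foxq1* cKO brain ECs, with less oxygen consumption and more glycolytic activity. Those are rates measured in cultured cells, and the values here are RNA of freshly sorted cells, so they are unlike measures. Of 72 nuclear-encoded OXPHOS genes 58 were higher in *Foxq1* cKO samples, with a median log2 fold change of 0.25 (adjusted p = 0.00248 from limma's camera), and none alone had an unadjusted p under 0.05. Of 20 glycolysis genes 18 were lower, with a median of -0.27 (adjusted p = 1.62e-05 from limma's camera). Both medians kept their direction under quantile normalization and TMM scaling. Over the alternatives the adjusted p of the OXPHOS list reached 0.773, with the correlation between genes estimated from the data. Gene length, GC content or expression level was tested with matched random lists: the share as high as the OXPHOS list was 0.0001, the smallest they can give, and the share as low as the glycolysis list was 0.0122. A shift of short, abundant transcripts was tested with 79 cytosolic ribosomal protein genes, whose median was 0.20, in the same direction and slightly smaller. By the rule set for that test the OXPHOS median was the larger one, but the values are close. The matched lists go against a rise of short or abundant transcripts in general, and log2 fold changes fell slightly with mean expression (rho -0.106 across genes). A rise shared by OXPHOS and ribosomal protein genes is not excluded, and it would not bear on the fall of glycolysis genes. For the groupings of samples, 1 of 3 splits, the true one, gave an adjusted camera p under 0.05 for either list. In both mixed splits the glycolysis list was also lower in the pair without wild-type 1. Its medians there were -0.142 and -0.160 (unadjusted camera p 0.0208 and 0.0193). The median deviation of the list was 0.259 in wild-type 1, 0.00684 in wild-type 2 and -0.159 in each *Foxq1* cKO sample. Part of the glycolysis fall thus rests on wild-type 1. The OXPHOS rise cannot be told apart from a rise shared with ribosomal protein genes, and neither the rise nor the glycolysis fall can be told apart from chance with 3 splits.

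The 5 largest falls in *Foxq1* cKO samples were those of *Col28a1* (log2 fold change -5.31), *Gm2788* (-5.10), *Zscan20* (-4.76), *Mylk4* (-4.74) and *Car3* (-4.52), each with an adjusted p of 0.857 in limma. *Col28a1* had 208 and 194 reads in wild-type and 4 and 3 in *Foxq1* cKO samples. In DESeq2 on the recovered reads, the adjusted p was 0.00160 for *Col28a1* and 0.0387 for *Mylk4*, and above 0.05 for the other 3. Of these falls, 3 (*Col28a1*, *Gm2788* and *Mylk4*) had both wild-type samples at least 16-fold above both *Foxq1* cKO samples, a kind of gene that mixed groupings of the samples gave as often.

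*Foxf2* and *Foxc1*, the neighbours of *Foxq1*, had log2 fold changes of 0.48 (adjusted p = 0.857) and 0.07 (adjusted p = 0.989) in limma. Among the 10 genes tested within 1 Mb of *Foxq1*, 0 had an unadjusted p under 0.05 in limma, and their median log2 fold change was 0.07. The smallest p was that of *1700018A04Rik*, which lies between *Foxq1* and *Foxf2*, with a log2 fold change of 0.70. Its unadjusted p was 0.0529 in limma and 0.0485 in DESeq2, where the adjusted p was 0.767.

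Across 12472 genes the correlation of log2 values was 0.847 between the wild-type samples and 0.896 between the *Foxq1* cKO samples, while wild-type 2 and *Foxq1* cKO 2 correlated at 0.904. Both samples of one group lay above both of the other in 36.0% of genes, against 33.3% by chance.

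The blood-brain barrier list had a median log2 fold change of -0.11 (adjusted p = 0.0368 from limma's camera), which changed sign under quantile normalization. Among 10000 random lists matched on mean expression this median lay at percentile 34.61, so it was not unusually low. Within the barrier list *Slc16a1* fell by 0.75 on the log2 scale (unadjusted p 7.18e-04 from limma), and *Abcc4* fell by 1.01. The lists for mitochondrial fusion and fission (median -0.29, adjusted p = 0.134) and calcium transfer (median -0.02, adjusted p = 0.983) contain the genes the paper names and did not pass the adjustment in limma's camera.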
